# Transcriptional profiling of chickpea genes differentially regulated in response to high-salinity, cold and drought

**DOI:** 10.1186/1471-2164-8-303

**Published:** 2007-09-02

**Authors:** Nitin L Mantri, Rebecca Ford, Tristan E Coram, Edwin CK Pang

## Abstract

**Background:**

Cultivated chickpea (*Cicer arietinum*) has a narrow genetic base making it difficult for breeders to produce new elite cultivars with durable resistance to major biotic and abiotic stresses. As an alternative to genome mapping, microarrays have recently been applied in crop species to identify and assess the function of putative genes thought to be involved in plant abiotic stress and defence responses. In the present study, a cDNA microarray approach was taken in order to determine if the transcription of genes, from a set of previously identified putative stress-responsive genes from chickpea and its close relative *Lathyrus sativus*, were altered in chickpea by the three abiotic stresses; drought, cold and high-salinity. For this, chickpea genotypes known to be tolerant and susceptible to each abiotic stress were challenged and gene expression in the leaf, root and/or flower tissues was studied. The transcripts that were differentially expressed among stressed and unstressed plants in response to the particular stress were analysed in the context of tolerant/susceptible genotypes.

**Results:**

The transcriptional change of more than two fold was observed for 109, 210 and 386 genes after drought, cold and high-salinity treatments, respectively. Among these, two, 15 and 30 genes were consensually differentially expressed (DE) between tolerant and susceptible genotypes studied for drought, cold and high-salinity, respectively. The genes that were DE in tolerant and susceptible genotypes under abiotic stresses code for various functional and regulatory proteins. Significant differences in stress responses were observed within and between tolerant and susceptible genotypes highlighting the multiple gene control and complexity of abiotic stress response mechanism in chickpea.

**Conclusion:**

The annotation of these genes suggests that they may have a role in abiotic stress response and are potential candidates for tolerance/susceptibility.

## Background

Chickpea (*Cicer arietinum *L.) is an annual, self-pollinating, diploid (2n = 2x = 16) pulse crop that ranks third in world legume production [1]. Australia is currently the largest exporter of chickpea and yield for 2006–2007 has been forecasted at 239,000 tonnes, most of which will be exported (225,000 tonnes) [2]. Under optimum growing conditions, the yield potential of chickpea is 6 t/ha [3], which is much higher than the current global yield average of ~0.8 t/ha [1]. The chief constraints in chickpea production are biotic stresses like *Ascochyta *blight, *Fusarium *wilt, pod borer, and abiotic stresses such as drought, heat, cold and high-salinity [4]. In fact, the estimated collective yield losses due to abiotic stresses (6.4 million t) have been significantly higher than for biotic stresses (4.8 million t) [4]. Drought, a severe abiotic stress of chickpea, causes a 40–50% reduction in yield globally [1]. The change from spring to winter sowing of chickpea for efficient utilization of rain water in Mediterranean environments has enhanced yields, but demands tolerance to low temperature for further yield improvements [5]. Most legumes are known to be salt sensitive [6], and the increasing worldwide use of irrigation has led to the prediction that, by 2050, 50% of all arable land will be salinized [7]. Therefore, it is becoming increasingly important to produce cultivars tolerant to high-salinity in addition to other abiotic and biotic stresses for sustainable chickpea production.

The cultivated chickpea has a high morphological but narrow genetic variation [8], which makes it difficult for breeders to produce elite cultivars with durable resistance to the many major biotic and abiotic stresses. Molecular markers associated with quantitative trait loci (QTL) for resistance to biotic stresses and some morphological traits have been located on both interspecific [9-18] and intraspecific linkage maps [19-22]. However compared to some biotic stresses, abiotic stresses are inherited in a more quantitative manner and may be subjective to assess under field conditions due to confounding environmental factors, which makes it difficult to screen for and quantitate tolerance. Quantitating the effects of abiotic stresses involves measurement of various factors like survival rate, yield, dry matter production, days to maturity, flower/pod survival, root mass and transpiration ratio. Their tolerances are likely to be quantitatively controlled and this feature of abiotic stresses represents a major obstacle to developing molecular markers.

Marker-assisted breeding is increasingly targeted towards tracking the candidate genes responsible for stress tolerance through gene identification and functional studies [23]. Candidate genes, identified and characterized through whole genome sequencing projects or expressed sequence tag (EST) libraries, are assessed for their comparative transcriptional activity against biological reactions to specific plant stresses via microarray technologies. Analysis of the expression and function/s of stress inducible genes facilitates understanding of the molecular mechanisms underlying the stress tolerance responses. This approach has potential to assist molecular plant breeders in improving stress tolerance by gene selection and/or genetic manipulation. Gene expression studies using EST-based cDNA microarrays were pioneered by analysing 48 *Arabidopsis *genes for differential expression in roots and shoots [24]. The technology has subsequently been used extensively to generate expression profiles of genes linked to drought, heat, cold and salt stresses [25-29]. In order to obtain a complete picture of a plant's response to stress, it would be ideal to study the expression profiles of all the genes in its genome. Currently, this is only possible for model crops like *Arabidopsis thaliana *(thale cress), *Oryza sativa *(rice), *Medicago truncatula *(barrel medic), *Populus trichocarpa *(black cottonwood) whose genomes have been sequenced. In near future it shall be possible for *Brachypodium distachyon*, *Lotus japonicus *(lotus), *Manihot esculenta *(cassava), *Solanum lycopersicum *(tomato), *Solanum tuberosum *(potato), *Sorghum bicolor *and *Zea mays *(corn) whose genome sequencing shall be soon completed [30]. Until this is available for other crops, researchers have to rely on information generated by studying these model crops and explore the EST/cDNA sequences from same/related species generated by various studies. For pulses, a set of chickpea unigenes [31], grasspea ESTs [32] and lentil RGA sequences (Barkat Mustafa, pers. comm.) enriched for stress-responsive transcripts have recently become available, allowing the construction of a boutique microarray.

The aim of the study was to utilize the pulse microarray to identify transcripts linked to biological reactions (and hence potential survival) against the major abiotic stresses of drought, cold and high-salinity in chickpea. Expression profiling of chickpea genotypes tolerant and susceptible to these abiotic stresses was performed and the transcripts differentially expressed between stressed and unstressed plants were detected. Transcripts consensually differentially expressed between stress tolerant and susceptible genotypes were identified as belonging to potentially common biological pathways.

## Results and discussion

### Experimental design and analysis

The advent of microarrays has enabled the screening of thousands of genes in parallel to assist in candidate gene identification. Ideally, one would like to scan the entire genome of a particular plant to obtain a more complete picture of transcriptional changes in response to various stresses. However, whole genome sequences are not available for most crops, leading to a dependence on collections of ESTs assembled from random cDNA libraries. For pulses, a set of chickpea unigenes, grasspea ESTs and lentil RGA sequences were recently employed for the construction of a boutique array enriched with stress-related genes [33]. Although the two main source of ESTs for this array were derived from plant tissue challenged with biotic stress (pathogen), it was clear from annotation of the ESTs that many may also be associated with abiotic stress [as seen in [34,27,29]. In fact, a considerable amount of interaction was revealed between wounding, pathogen, abiotic stress and hormonal responses in *Arabidopsis *by transcriptional profiling [35]. Many genes identified by salt-stress expression studies were reported to be common with pathogen infection [36], whilst a review on abiotic and biotic stress responses in plants [37] concluded that a significant amount of crosstalk exists in the stress signalling networks. Therefore, in the absence of a purely abiotic stress related cDNA library for chickpea, the boutique pulse array was considered an excellent tool for studying the chickpea transcriptome in response to abiotic stresses.

Expression profiling of chickpea in response to the abiotic stresses of drought, cold and high-salinity has not been previously documented. The experimental design of this study was carefully chosen to target adaptive genes, in tolerant and susceptible genotypes, by attempting to simulate natural conditions. This was achieved by cultivating plants in a glasshouse instead of growth chamber, and by applying uniform and prolonged stress before harvesting tissue samples. Moreover, it was known that chickpea is most sensitive to drought and cold stresses at flowering [38-41], thus this study examined both the leaf and flower response for drought and cold stresses. However, considering that plants usually face salinity stress from the vegetative stage (if grown on saline soils), the high-salinity stress was applied in an early growth stage. Further, the time-points chosen for tissue collection after high-salinity stress were based on the results of a pilot experiment that showed that two-week old chickpea plants could not prevent salt from reaching leaves after 48 h of stress with 150 mM NaCl (data not shown).

The microarray experiments were conducted in a reference design, where tissue samples from unstressed plants acted as references against stressed plants. 

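For high-salinity stress, shoots and roots of the 4 genotypes were collected 24 and 48 h after treatment with 150 mM NaCl, giving 16 conditions with 3 biological replicates each, and RNA of 5 plants was pooled for every biological replicate. Tolerant-1 and susceptible-1 formed group I, and tolerant-2 and susceptible-2 formed group II. Each slide carried stressed and unstressed RNA of a single genotype, tissue and time point in the 2 dyes. In biological replicates 1 and 2 the unstressed plants were in Cy3 and the stressed plants in Cy5, and in biological replicate 3 the dyes were swapped, so that a difference between dyes and a difference of replicate 3 cannot be told apart within a condition. Every feature was printed as 6 copies on a slide. The authors quantified each slide image with ImaGene, which gave for each spot and dye the mean signal, the mean local background and a quality flag, without background subtraction or normalization. They also deposited a mean log2 ratio per feature and condition, made with GeneSight by background subtraction, omission of flagged spots, LOWESS normalization and a shifted logarithm, whose constant the paper's text does not name. These deposited means were used here only as an alternative, and the values reported here start from the scanner intensities. Spots flagged in either channel were left out, the background was corrected with limma's normexp method with an offset of 50, the log2 ratios were normalized by loess within each slide, the ratio of replicate 3 was turned to stressed over unstressed, and the copies of a feature were averaged within a biological replicate. The number n given with each value is the number of biological replicates in which the feature had unflagged spots. A transcript was tested when n was at least 2, a minimum chosen after the flags had been seen, and the mean of each condition was tested against 0 in a limma model fitted across all conditions, with Benjamini-Hochberg adjustment within each condition. Transcripts with an adjusted p under 0.05 and a log2 ratio at or beyond 1 or -1 were taken as DE. The small number of slides per condition limits the precision of each ratio.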

The tolerant and susceptible genotypes were challenged with abiotic stress in a standardized system that minimized experimental variability and ensured accurate measurements of changes in transcript abundance (Figure 1). All expression data was deposited in Minimum Information About a Microarray Experiment (MIAME) compliant format at Gene Expression Omnibus, National Center for Biotechnology Information [GEO: SuperSeries GSE7504]. The microarray observations were validated by quantitative reverse transcription-polymerase chain reaction (qRT-PCR) for several representative transcripts (Table 1). Eight genes that were commonly DE in both the tolerant/susceptible genotypes from all the stresses, time-points and tissue-types were selected for qRT-PCR validation. 

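For high salinity, array values were computed here for the transcripts assayed by qRT-PCR. These were a chloroplast DNA for P700 chlorophyll a-apoproteins (DY475501) in tolerant shoots at 24 hpt, an aquaporin (DY475124) in tolerant roots and a proline oxidase (DY475225) in susceptible roots at 24 hpt, and a carbonic anhydrase like protein (DY475403) in tolerant roots and a xylosidase (DY475408) in susceptible roots at 48 hpt. Of the 10 pairs of transcript and genotype, 8 could be tested. All 8 log2 ratios had the sign of the array value in Table 1, none of these signs turned under any of the alternative processing settings, and 3 of the 8 pairs were DE. The log2 ratio of DY475501 was -0.70 ± 0.33 (SD, n = 2) in shoots of tolerant-1 with adjusted p = 0.368 from limma's test, and -0.48 ± 0.34 (SD, n = 3) in shoots of tolerant-2 with adjusted p = 0.387. Unflagged spots of DY475225 were found in only 1 biological replicate of each susceptible genotype, with log2 ratios of 0.13 in susceptible-1 and -0.86 in susceptible-2. The qRT-PCR values were not analysed here. The reference gene of the qRT-PCR, actin (DY475300), had array log2 ratios between -0.32 and 0.31 in the 16 conditions and was DE in none of them (limma). The sign of its ratio depended on the processing in several conditions, and a ratio within a slide is relative to the other features on it.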

The comparison of expression values between the two methods revealed similar expression kinetics for all the genes tested indicating reliability of the microarray data. The expression values obtained by qRT-PCR were generally more exaggerated than the corresponding microarray values, which have also been reported in previous studies [33,42,43].

**Table 1:** Expression ratios of selected transcripts assessed by microarray and qrt-PCR. Array values indicate mean log_2 _fold change (FC) ratio relative to untreated controls and qRT-PCR values indicate log_2 _ratios of 2^(ΔC_t_control/Δ C_t _treatment). A set of DE genes that were expressed in both the tolerant/susceptible genotypes were chosen for qRT-PCR confirmation of expression.

**Treatment/Genotype/Tissue-type**	**GenBank Accession**	**Putative Function**	Group I*		Group II*	
			
			**Array**	**qPCR**	**Array**	**qPCR**
*Cold tolerant leaves*	DY475384	Similar to serine/threonine protein kinase	-2.43	-2.95	-3.27	-3.79
*Cold susceptible flowers*	DY475397	Superoxide dismutase copper chaperone precursor involved in oxidative stress	-4.16	-4.53	-1.47	-2.65
*Drought susceptible flowers*	DY475477	Asparagine synthetase (glutamine hydrolysing) (EC 6.3.5.4) – induced by the dark.	-2.66	-2.37	1.08	3.71
*Salt tolerant shoot 24 hpt*	DY475501	Chloroplast DNA for P700 chlorophyll a-apoproteins	-1.06	-2.43	-2.13	-3.56
*Salt tolerant root 24 hpt*	DY475124	Aquaporin	-1.73	-2.84	-1.00	-2.17
*Salt susceptible root 24 hpt*	DY475225	Proline oxidase enzyme involved in the conversion of proline to glutamate – induced by osmotic stress	-1.19	-1.83	-2.64	-3.12
*Salt tolerant root 48 hpt*	DY475403	Carbonic anhydrase like protein (EC 4.2.1.1) – reversible hydration of carbon dioxide	-1.47	-2.61	-2.36	-2.93
*Salt susceptible root 48 hpt*	DY475408	Xylosidase	2.48	2.73	1.09	1.67

* The tolerant/susceptible genotypes used in Group I and Group II are mentioned in Table 4.

**Figure 1:**
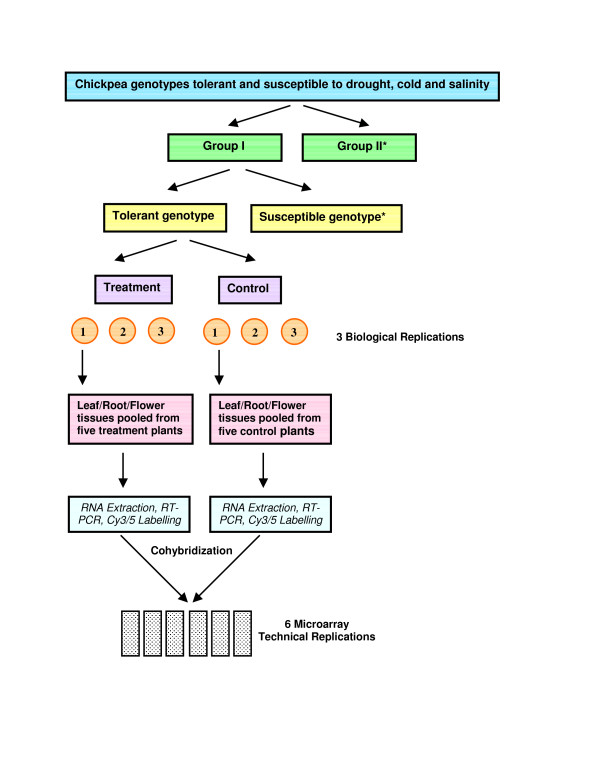
**Flow-chart showing the stress treatment procedure**. Flow-chart showing the stress treatment procedure. The high-salinity stress treatment also included two time points (24 h and 48 h) at which the tissues were harvested. *Group II was processed in the same way as Group I. Susceptible genotypes were challenged and processed in the same way as shown for tolerant genotypes.

In general, the results showed that the level of several transcripts was altered by more than one of the stresses assessed (Figure 2), which may indicate gene interaction/shared pathways among the biological responses involved in these stress reactions. The number of differentially expressed (DE) transcripts affected in response to high-salinity was much higher than those affected in response to cold and drought stress in all genotypes. In *Arabidopsis*, more transcripts were revealed to be DE by drought stress (desiccation), followed by high-salinity stress (250 mM NaCl) and cold stress (4°C)[29]. However,also in *Arabidopsis*,[34] found more transcripts to be DE in response to cold stress(4°C), followed by high-salinity (100 mM NaCl) and osmotic/drought stress (200 mM Mannitol). Therefore, we propose that the number of DE transcripts in response to a particular stress depends on the method of stress induction and its severity. In this study, the lower number of DE transcripts in response to drought stress may be attributed to the nature of drought stress imposed, where pots were allowed to slowly lose water (5–10% water content/day) over a period of 8 days. This mimicked drought-stress but was relatively less severe than the cold or high-salinity stress treatments. Perhaps more DE transcripts may have been identified if the plants were held at 30% pot water content for a longer period. For all treatments, the number of undetected microarray probes (mean fluorescence intensity less than two times the mean local background intensity in all tissue-types and replications) in each chickpea genotype varied according to the source of the probes. 

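Undetected features were counted on the high-salinity slides alone. A feature was counted as undetected in a genotype when the mean signal of its unflagged spots reached 2 times the mean local background in neither channel of any slide of that genotype. Of the 156 grasspea features, 0, 5, 1 and 7 were undetected in tolerant-1, tolerant-2, susceptible-1 and susceptible-2. Of the 559 chickpea features, 1, 7, 4 and 13 were undetected in the same order of genotypes. The undetected percentage was thus 0, 3.2, 0.6 and 4.5 for grasspea and 0.2, 1.3, 0.7 and 2.3 for chickpea features. A 2-sided Fisher's exact test between both probe sources gave p values of 1, 0.148, 1 and 0.168, and of 1, 0.336, 1 and 0.336 after Benjamini-Hochberg adjustment over the 4 genotypes. Features are not independent replicates. The counts depended on the spots and slides used. With flagged spots kept, 0, 1, 2 and 1 grasspea and 1, 2, 4 and 3 chickpea features were undetected, with exact p values of 1, 0.523, 0.616 and 1 and adjusted values of 1, 1, 1 and 1. When a feature was counted as undetected if it failed on at least 90% of the slides and channels of a genotype, 22, 25, 11 and 22 grasspea and 16, 18, 21 and 27 chickpea features were undetected, with exact p values of 6.86e-07, 9.23e-08, 0.0831 and 0.000212 and adjusted values of 1.37e-06, 3.69e-07, 0.0831 and 0.000283.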

In general, the levels of undetected features for *L. sativus *probes were higher than the *C. arietinum *probes.

**Figure 2:**
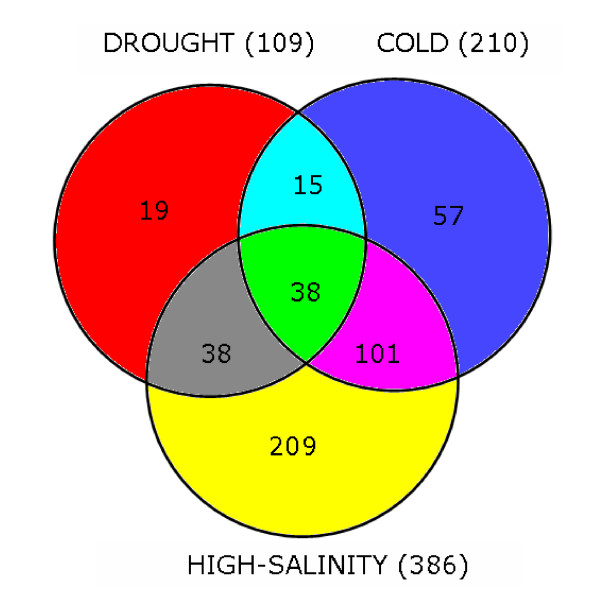
**Relationship between the number of DE transcripts in amongst the three abiotic stress treatments**. Combined relationship between the number of DE transcripts in amongst the three abiotic stress treatments for all genotypes, tissue types and time-points.

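Among the 41 lentil RGA features, 41 were undetected in tolerant-1, susceptible-1 and susceptible-2, and 39 were undetected in tolerant-2. Over all genotypes, lentil features reached 2 times the local background 2 times among 94 combinations of slide and channel, once each for 2 features. These counts rest on the unflagged spots. With flagged spots kept, 20, 20, 36 and 20 lentil features were undetected in tolerant-1, tolerant-2, susceptible-1 and susceptible-2. No lentil feature had unflagged spots in both channels in enough biological replicates for a test of its ratio, so the number tested was 0.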

None of the lentil RGA probes were detected in any treatment or genotype, possibly due to hybridization interference caused by introns present in these genomic DNA probes. Similar results were obtained [33] using the same probes for expression profiling of *Ascochyta *blight response in chickpea. The transcripts DE in response to drought, cold and high-salinity stresses included those associated with aquaporins, dehydrins, membrane-related proteins, senescence-associated proteins, superoxide dismutases, protein kinases, proline oxidase, trehalose phosphatase, phosphate-induced protein, and ubiquitins that have been previously implicated to be responsive to these stresses [44-49]. Considering the large number of DE transcripts identified for each stress, only those transcripts thought to be potentially functionally important will be focused upon ' [see Additional file 1; Additional file 2; Additional file 3]'.

### Drought stress response

Due to the poor quality and yield of RNA from root samples, only leaf and flower tissues were used for analysis of drought stress response. Six microarrays were hybridized for each of the 48 genotype × treatment/control × tissue-type × biological replication conditions, producing 288 microarray images for analysis of DE transcripts. Globally, the number of repressed transcripts was higher than those induced across all the genotypes and tissue types studied (Table 2). Tolerant genotypes shared a similar number of induced transcripts but tolerant-2 (BG 362) had twice the number of repressed transcripts than tolerant-1 (BG 1103). The susceptible-1 (Kaniva) genotype induced thrice the number of transcripts induced by susceptible-2 (Genesis 508), but both susceptible genotypes repressed the same number of transcripts. The DE transcripts in response to drought stress coded for various functional and regulatory proteins, most of which were repressed. Protein and other solute transport was repressed in susceptible-1 flowers but induced in tolerant-2 flowers. This was evidenced by the induction of a protein-transport facilitation protein (DY475074) in flowers of tolerant-2 and repression of aquaporin-like membrane channel protein (DY396334) and DNA-J like protein involved in intracellular protein transport (DY475488) in flowers of susceptible-1. Two putative auxin-repressed proteins (DY396289, DY396359) were highly repressed in flowers and leaves of tolerant-2 but were induced in flowers and leaves of susceptible-1. The plant hormone auxin regulates growth and development processes by controlling the expression of auxin-responsive genes, for example, by down-regulating auxin-repressive genes to effect growth [50]. Subsequently, the down-regulation of this gene in the tolerant genotype and up-regulation in susceptible genotype may indicate that the susceptible genotype had ceased growth due to the drought stress while the tolerant genotype was able to continue normal growth. Further, auxin-repressible genes have *cis*-elements responsive to sucrose in their promoter regions and are regulated by sucrose [50]. The sucrose-responsive transcription factor (DY475375) in this study was induced in the flowers of tolerant-2 where the auxin-repressed protein was repressed. Therefore, it may be hypothesised that sucrose plays a key role in the drought-stress response of tolerant-2.

**Table 2:** Number of > 2-fold differentially expressed transcripts for each genotype and stress. The details on transcripts > 2-fold induced or repressed are presented in Additional files 1, 2 and 3

**Condition**	**Genotype**	**Number of Transcripts**			
		
		**Induced**		**Repressed**	
***Drought***					
Tolerant-1	BG 1103	6		21	
Tolerant-2	BG 362	7		45	
Susceptible-1	Kaniva	6		20	
Susceptible-2	Genesis 508	2		21	
***Cold***					
Tolerant-1	Sonali	17		45	
Tolerant-2	ILC 01276	11		59	
Susceptible-1	Amethyst	60		43	
Susceptible-2	DOOEN	18		33	
***High-salinity***		***24 hpt***	***48 hpt***	***24 hpt***	***48 hpt***
Tolerant-1	CPI 060546	10	33	103	70
Tolerant-2	ICC 06474	23	7	85	65
Susceptible-1	CPI 60527	23	50	40	111
Susceptible-2	ICC 08161	10	7	64	62

Defence-related genes including pathogenesis-related proteins (DY396305 and DY396343), nematode-resistance protein (CV793603), *Cf-9 *gene cluster (DY396352) and disease resistance response proteins (DY396265 and DY396276) were repressed in flowers of tolerant and susceptible genotypes. Alternatively, pea disease resistance response protein (DY396390) and a multi-resistance protein ABC transporter (CV793605) were induced in flowers of both tolerant genotypes. Disease resistance proteins have been shown to be expressed in response to abiotic stresses [25], but their exact role remains unknown. Some genes involved in energy metabolism (DY396279 and DY475316) were repressed in leaves and flowers of tolerant and susceptible genotypes. The genes involved in photosynthesis were repressed in shoots following the treatment of plants with NaCl (salt stress), PEG (osmotic stress) or ABA. This response is consistent with the closure of stomata in response to high ABA or osmotic stress, inhibition of CO_2 _fixation, and a reduced need for energy capture by photosynthesis [25]. Interestingly, two cytosolic fructose 1,6-bisphosphatase transcripts involved in cellular metabolism were repressed only in flowers of both susceptible genotypes. Fructose 1,6-bisphosphatase is involved in gluconeogenesis and is subject to indirect regulation by ATP. When the concentration of ATP in the cell is low, AMP would then be high which in turn inhibits fructose 1,6-bisphosphatase and thus gluconeogenesis. Subsequently, at low ATP concentration the cell does not consume energy for synthesizing glucose. Therefore, the susceptible genotypes may be lacking ATP as a result of the drought stress. Additionally, some transcripts related to senescence, including auxin responsive protein IAA9 (DY396315), senescence-associated protein DIN 1 (DY396338), and dehydration stress-induced protein (DY396321) were repressed in leaves and flowers of the tolerant genotypes, which may also be indicative of drought tolerance.

### Cold stress response

Six microarrays were hybridized for each of the 48 genotype × treatment/control × tissue-type × biological replication conditions, producing 288 microarray images for analysis of DE transcripts. The susceptible-1 (Amethyst) genotype had the highest number of induced transcripts (Table 2), whilst tolerant-2 (ILC 01276) had the highest number of repressed transcripts. The susceptible-1 genotype was unique as it showed more induced transcripts than repressed. The number of DE transcripts in response to cold stress was approximately double than that observed for drought stress. The DE transcripts fell into various functional categories, which indicated a broad response. Important transcripts included an auxin-repressed protein (DY475078) and auxin responsive protein IAA9 (DY396315) that are involved in cell rescue and were induced in flowers and leaves of both susceptible genotypes. The induction of auxin-repressible proteins is known to be negatively correlated with shoot elongation [50], thus this observation may indicate that the growth and development of cold susceptible genotypes was repressed due to the cold-stress. Interestingly, two phosphate-induced proteins (DY475076 and DY475172) were induced in flowers/pods of tolerant-1 (Sonali). Phosphorus is important for improved flower formation and seed production, as well as earlier crop maturity [51]. This result may imply that the tolerant genotype was able to sustain flowers/pods under cold stress condition.

Interestingly, beta-glucosidase (DY475415) and beta-galactosidase (EB085056 and DY475141) transcripts were repressed in leaves of both tolerant genotypes. These enzymes are hydrolases that catalyse the reactions associated with hydrolysis of disaccharides (*e.g*. sucrose) into monosaccharides. Therefore, the tolerant genotypes appeared to be retaining disaccharides under cold stress. Further, sucrose synthase (DY475105) was induced in leaves of tolerant-1, which supports an accumulation of sucrose. Importantly, the microorganisms *Escherichia coli *and *Bacillus thuringiensis *show increased tolerance to freeze drying in the presence of disaccharides such as sucrose, and it has been proposed that they protect membranes and proteins in intact bacteria while drying [52]. Potentially, these molecules may perform a similar role in plant cells and provide protection against cold stress. Additionally, S-adenosylmethionine decarboxylase (DY475170) transcript was induced in flowers and leaves of susceptible-1 and flowers of tolerant-2 and is known to be involved in the synthesis of polyamines that act as osmolytes and accumulate under drought/osmotic stress [53].

A gluthatione S-transferase (GST) transcript (DY396404) was induced in leaves of susceptible-1 while another GST (DY475250) was repressed in leaves of tolerant-2. GST is believed to act as antioxidant enzyme to help scavenge reactive oxygen species during stress [29]. In *Arabidopsis*, two GST transcripts were induced and three were repressed in response to drought, cold and salinity [29], which indicates the variable activity of these transcripts under stress perhaps providing an array of functions in the response. Almost all the transcripts involved in energy metabolism/photosynthesis were repressed in leaves and flowers of tolerant and susceptible genotypes (*e.g*. DY475423, DY475554, DY475555, DY475487, DY475316, DY475556, DY475287, DY475434 and DY475305). This observation is not surprising since low temperature is known to cause reduced enzyme activity, which leads to impairment of photosynthesis and respiration [54,55]. Besides these, many transcripts involved in pathogen defence were induced/repressed in leaves and flowers of tolerant and susceptible genotypes (*e.g*. CV793610, DY396305, DY396390, DY475397, DY396269 and DY396359). Although defence related genes have been shown to be expressed in response to abiotic stresses [29], their actual role still remains unclear. Finally, the proteins with unknown and unclear functions that were repressed in leaves and flowers of tolerant and susceptible genotypes need further investigation to confirm their involvement and role in stress response.

### High-salinity stress response

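The high-salinity images used here came from 48 slides, each with a scanner file for Cy3 and one for Cy5, 96 in all. The slides of biological replicates 1 and 2 of tolerant-2 roots at 24 hpt had the same mean signal in 100% of the spots in the control channel and 99.9% in the treatment channel, with no tolerance, and were counted as 1 slide, which left 47 slides and 2 biological replicates for this condition. Between 24.6 and 81.6% of the spots of a slide were flagged in either channel, with a median of 38.7%. The highest shares were on the slides of biological replicate 1 of the group I genotypes, where 52 to 81.6% of the spots were flagged. The number of features with at least 1 unflagged spot had a median of 499.5 per slide and was at most 605. The median signal of a slide was 2.74 to 15.0 times the local background in Cy3 and 6.87 to 40.7 times in Cy5. In shoots of susceptible-1 at 24 hpt, biological replicate 3 ran against replicates 1 and 2 over the 487 features compared, with a correlation of -0.545 across features, which are not independent replicates, and its values were turned as in every other condition.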

Six microarrays were hybridized for each of the 96 genotype × treatment/control × tissue-type × time-point × biological replication conditions, producing 576 microarray images for analysis of DE transcripts. The tissues from 24 hpt and 48 hpt were analysed separately but, overall, the number of transcripts repressed were higher than those induced for all genotypes, tissue types and time points (Table 2). 

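Over the 16 conditions, 281 calls of DE transcripts were made in limma's test, 166 of them induced and 115 repressed, so that 59.1% of the calls were induced. They belonged to 128 transcripts among the 623 features that could be tested in at least 1 condition; 72 transcripts were induced and 58 repressed in at least 1 condition. Of the DE transcripts, 103 came from the 559 chickpea and 25 from the 156 grasspea features. The number of calls depended on the test: Student's test with FDR as in the paper's methods, run on the biological replicates, gave 0 calls in every condition. With every spot as an independent replicate, Student's test gave 431 calls in all. The share of induced calls moved most when the authors' deposited log2 ratios were taken with the 2-fold threshold and no test, which gave 307 induced and 1270 repressed values, or 19.5% induced. Without biological replicate 2 there were 71 induced and 80 repressed calls, or 47% induced. With spots kept that were empty in only one channel, a setting chosen after the data had been seen, there were 242 induced and 78 repressed calls.

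**Figure D1:**
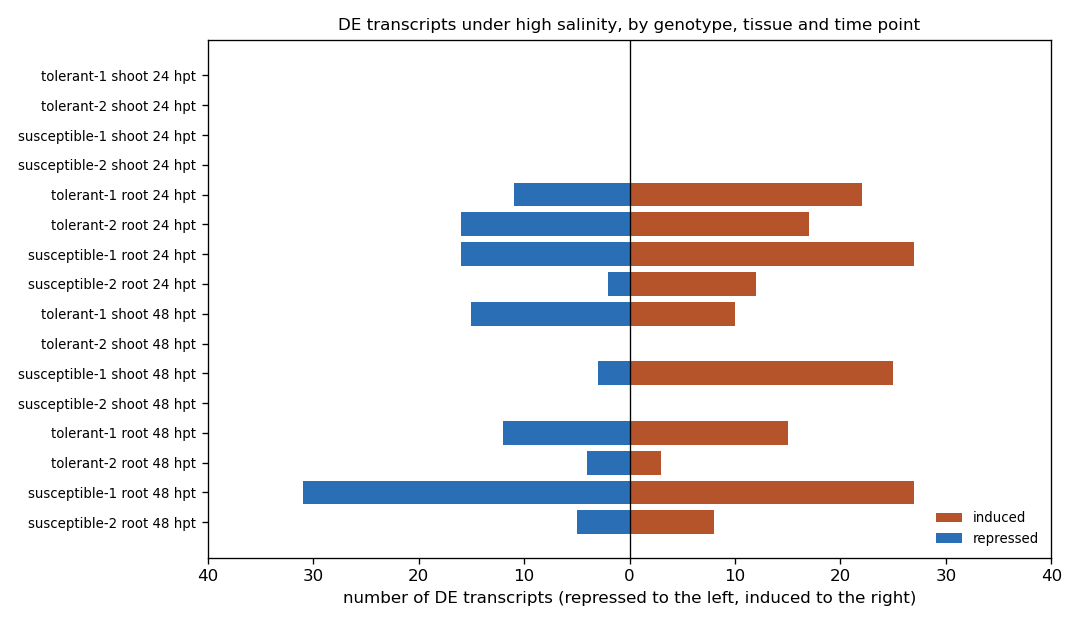
Number of DE transcripts (horizontal axis) in each of the 16 conditions of genotype, tissue and time point (vertical axis), from limma's test on 2 or 3 biological replicates. Repressed transcripts are drawn to the left and induced transcripts to the right. The counts run from 0 in shoots of all genotypes at 24 hpt to 58 in roots of susceptible-1 at 48 hpt.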

Tolerant-1 (CPI 060546) had the highest number of repressed transcripts at 24 hpt while susceptible-1 (CPI 60527) and tolerant-2 (ICC 06474) had the highest number of induced transcripts. 

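At 24 hpt, DE transcripts were found in roots only. There were 22 induced and 11 repressed transcripts in tolerant-1, 17 induced and 16 repressed in tolerant-2, 27 induced and 16 repressed in susceptible-1 and 12 induced and 2 repressed in susceptible-2. In shoots limma gave 0 DE transcripts in each genotype, while 51, 56, 12 and 11 transcripts had an unadjusted p under 0.05 in tolerant-1, tolerant-2, susceptible-1 and susceptible-2. Student's test on the biological replicates gave 0 in every condition, roots included, so that its 0 in shoots says nothing about them. The shoot counts were 8, 9, 0 and 1 when every spot was taken as a replicate with the slide as a random block. With replicate 3 of susceptible-1 shoots not turned, a setting chosen after the data had been seen, 1 transcript was DE there. Leaving a replicate out of all conditions at once moved several of the root counts. Without replicate 1, tolerant-2 had 6 induced and 7 repressed transcripts and susceptible-2 had 4 and 0. Without replicate 2, tolerant-1 had 10 induced transcripts, and susceptible-2 had 0 induced and 1 repressed. Without replicate 3, induced transcripts numbered 9 in tolerant-1, 11 in tolerant-2 and 15 in susceptible-1, and repressed transcripts 7 in tolerant-2 and 0 in susceptible-2.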

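By 48 hpt, shoots of tolerant-1 had 10 induced and 15 repressed transcripts and its roots 15 induced and 12 repressed. In susceptible-1 there were 25 induced and 3 repressed transcripts in shoots and 27 induced and 31 repressed in roots. Roots of tolerant-2 had 3 induced and 4 repressed transcripts and roots of susceptible-2 had 8 induced and 5 repressed. In shoots of tolerant-2 and susceptible-2 limma gave 0 DE transcripts, with 28 and 31 at an unadjusted p under 0.05, and Student's test gave 0 there as in every other condition. Summed over tissues, susceptible-1 had 52 induced and 34 repressed and tolerant-1 had 25 and 27. Without replicate 2, 1 induced and 1 repressed calls were left in tolerant-1 and 11 induced and 32 repressed in susceptible-1. Without replicate 3 there were 31 induced and 45 repressed calls in tolerant-1, 41 induced and 20 repressed in susceptible-1, 1 induced and 3 repressed in tolerant-2 and 2 induced and 3 repressed in susceptible-2. Leaving out replicate 1 gave 3 induced and 1 repressed calls in tolerant-2 and 7 induced and 0 repressed in susceptible-2.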

At 48 hpt, susceptible-1 had highest number of induced and repressed transcripts. The number of DE transcripts detected for high-salinity stress was much higher than for both cold and drought stresses. Transcripts of interest included two poly (A) binding protein transcripts (DY396360 and DY396412) that were repressed in roots of both tolerant genotypes at 24 hpt, whilst at 48 hpt these transcripts were induced in roots and repressed in shoots of susceptible-1. 

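The grasspea probe DY396360, annotated as a poly(A)-binding protein, had a log2 ratio of -0.49 ± 0.71 (SD, n = 2) in roots of tolerant-1 at 24 hpt (adjusted p = 0.529, limma) and -0.16 ± 0.25 (SD, n = 2) in roots of tolerant-2 (adjusted p = 0.977). Both means turned without replicate 3, to 0.017 and 0.019. At 48 hpt in susceptible-1 it was 0.063 ± 0.69 (SD, n = 2) in roots (adjusted p = 0.942) and 0.12 ± 0.26 (SD, n = 3) in shoots (adjusted p = 0.968). Neither was larger than the spread between replicates, and the sign turned without replicate 2 in roots (-0.43) and without replicate 3 (-0.031) or with flagged spots kept (-0.094) in shoots. The authors' deposited means were -0.79, -1.17, -1.04 and -3.34 in the same order. DY396412, another grasspea probe with this annotation, had unflagged spots in 1 biological replicate of tolerant-1 roots at 24 hpt (-1.00), susceptible-1 roots at 48 hpt (1.19) and susceptible-1 shoots at 48 hpt (0.43), and in none of tolerant-2 roots at 24 hpt. It was not tested.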

Poly (A) binding proteins are a family of eukaryotic, cytoplasmic proteins thought to bind to the poly (A) tails of mRNAs and play a role in translational regulation [56]. In *Arabidopsis*, one RNA-binding protein was induced and three RNA-binding proteins repressed in response to drought, cold and high-salinity [29]. 

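The splicing factor-like protein DY396290, a grasspea probe, had a log2 ratio at 24 hpt of -0.73 ± 1.01 (SD, n = 2) in roots of tolerant-1 (adjusted p = 0.329, limma) and -0.19 ± 0.11 (SD, n = 2) in roots of tolerant-2 (adjusted p = 0.945). In tolerant-1 the mean was smaller than the spread, with -0.017 in replicate 2 and -1.44 in replicate 3. In susceptible-2 its ratio was -0.27 ± 0.21 (SD, n = 2) in roots (adjusted p = 0.923) and 0.030 ± 0.086 (SD, n = 3) in shoots (adjusted p = 1), and in susceptible-1 it was 0.035 ± 0.11 (SD, n = 2) in shoots (adjusted p = 0.999) and 0.73 in the single root replicate with unflagged spots. The shoot values changed sign without replicate 3, to -0.043 in susceptible-1 and -0.0074 in susceptible-2. For susceptible-1 shoots they did so under median centring (-0.0089), with the median of spots (-0.032), with every spot as a replicate (-0.021) and with replicate 3 not turned (-0.078), and for susceptible-2 shoots with flagged spots kept (-0.038).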

Interestingly, a splicing factor-like protein (DY396290) involved in DNA processing was repressed in roots of both tolerant genotypes at 24 hpt, and also repressed in shoots and roots of both susceptible genotypes at 24 hpt. However, at 48 hpt it was repressed only in roots of both susceptible genotypes. 

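At 48 hpt, DY396290 had a log2 ratio of -0.069 ± 0.78 (SD, n = 3) in roots of susceptible-2 (adjusted p = 0.986, limma), a mean well within the spread, whose sign turned without replicate 2 (0.24), without replicate 3 (0.057), under median centring (0.081) and without background correction (0.022). In roots of susceptible-1 it had unflagged spots in 1 replicate, with -0.013. In roots of the tolerant genotypes it was -0.34 ± 0.22 (SD, n = 2) in tolerant-2 (adjusted p = 0.912) and -0.20 in the single replicate of tolerant-1 with unflagged spots.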

Subsequently, at 24 hpt, RNA production/processing may be restricted in roots/shoots of all genotypes but is repressed only in roots of susceptible genotypes at 48 hpt.

A putative heat shock protein and heat shock factor binding protein (DY396361 and DY475474) were repressed in roots and shoots of both tolerant genotypes at 24 hpt. 

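DY396361, a grasspea probe annotated as a heat shock factor binding protein, had unflagged spots in 1 biological replicate of each of these conditions. Its log2 ratio there was -0.0076 in roots of tolerant-1, -0.89 in roots of tolerant-2, -0.27 in shoots of tolerant-1 and -0.030 in shoots of tolerant-2. The chickpea probe DY475474, a heat shock protein, had unflagged spots only in 1 replicate of tolerant-2 shoots, with 0.18. With fewer than 2 replicates, none of these ratios was tested.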

On the contrary, the heat shock protein DNA-J homolog (DY396397) was induced in roots of susceptible-1 at 24 hpt. 

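The log2 ratio of DY396397 in roots of susceptible-1 at 24 hpt was 2.46 in the only biological replicate with unflagged spots, so it has no spread between replicates and was not tested.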

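In roots at 48 hpt, DY396361 had a log2 ratio of -0.067 ± 0.67 (SD, n = 3) in tolerant-2 (adjusted p = 0.973, limma), which became 0.30 without replicate 3, and -0.41 ± 0.48 (SD, n = 2) in susceptible-2 (adjusted p = 0.516). It was -0.72 in 1 replicate of tolerant-1 and 0.069 in 1 replicate of susceptible-1. DY475474 was 0.13 in 1 replicate of tolerant-1 and 0.073 in 1 replicate of susceptible-2, with no unflagged spots in tolerant-2 and susceptible-1. DY396397 had no unflagged spots in roots of any genotype at this time.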

Further, these transcripts were repressed in roots of all tolerant and susceptible genotypes at 48 hpt. Heat shock proteins are molecular chaperones for protein molecules and play an important role in protein-protein interactions such as folding, assisting in the establishment of proper protein shape and prevention of unwanted protein aggregation. In other plants these proteins are induced by abiotic stresses like drought, cold and high-salinity [29,34]. Several of the heat shock proteins studied [29] like, HSP 90 and HSP 81-2, were repressed at 10- and 24-hpt after being induced in the first hour, thus the heat-shock proteins in this study may have been induced very early after high-salinity treatment and then repressed at the tissue sampling times. 

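The proline oxidase probe DY475225 came from chickpea, and at 24 hpt its log2 ratio in roots of the tolerant genotypes could not be computed because every spot was flagged. At 48 hpt it was -0.82 ± 0.37 (SD, n = 2) in roots of susceptible-2 (adjusted p = 0.285, limma), larger than the spread but past neither threshold. In shoots at 48 hpt it was -1.61 in susceptible-2 and -1.65 in tolerant-2, each from the 1 biological replicate with unflagged spots. The values in susceptible roots at 24 hpt also came from 1 replicate each. The difference between tolerant and susceptible genotypes was not tested for this transcript.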

Interestingly, a proline oxidase (DY475225) transcript involved in the conversion of proline to glutamate was repressed only in roots of the susceptible genotypes at 24 hpt, and repressed in shoots and roots of susceptible-2 and in shoots of tolerant-2 at 48 hpt. Osmolytes such as proline accumulate under salt stress to prevent wilting and toxicity in the presence of high internal salt concentration and possibly aid in stress tolerance [36]. These osmolytes usually accumulate if the plants cannot maintain turgor by regulating ion exchange. Subsequently, the early repression of proline oxidase in susceptible genotypes may indicate a reaction to osmotic stress through the retention of proline, which was only observed later in one tolerant genotype.

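At 24 hpt in tolerant-1, the grasspea probe DY396273 for a putative senescence-associated protein had a log2 ratio of 0.0098 ± 0.26 (SD, n = 2) in roots (adjusted p = 0.983, limma). Its sign turned without replicate 2 (-0.18), under median centring (-0.10), without background correction (-0.017), with the median of spots (-0.0078) and with every spot as a replicate (-0.0072). DY396338, for the senescence-associated protein DIN1, was -1.68 in roots, and DY396347, for a ripening-related protein, was 0.076 in shoots, both from 1 biological replicate.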

Transcripts representing a senescence-associated protein (DY396273) and senescence associated protein DIN 1 (DY396338) were repressed in roots of tolerant-1 at 24 hpt, whilst ripening related protein (DY396347) was repressed in its shoot at this time. However, DY396338 was induced in roots of susceptible-1 at the same time-point, and DY396273 was induced in shoots of susceptible-1 at 48 hpt. These results may indicate that whilst the tolerant-1 genotype was avoiding ageing/death related genes, the susceptible-1 genotype was already undergoing cell death due to high-salinity stress at 24 hpt in roots and 48 hpt in shoots. 

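In roots of susceptible-1 at 24 hpt, DY396338 had a log2 ratio of 0.85 ± 1.80 (SD, n = 2) (adjusted p = 0.531, limma). The replicates differed by more than this mean, and without replicate 2 the ratio was -0.42. DY396273 was induced in shoots of susceptible-1 at 48 hpt with 1.69 ± 0.92 (SD, n = 2) (adjusted p = 0.0232), in the same direction in both replicates. The call was lost without replicate 2 (2.34), without replicate 3 (1.04), with between-slide scaling (1.31), with array weights (1.51), in a fit of each condition on its own, by the test named in the paper's methods, and with spots kept that were empty in only one channel (3.37), while its direction stayed.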

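The chickpea probes DY475548 (cytosolic fructose 1,6-bisphosphatase) and DY475543 (fructose-1,6-bisphosphatase) were measured in roots. At 24 hpt, DY475548 had a log2 ratio of -0.066 ± 0.12 (SD, n = 2) in tolerant-1 (adjusted p = 0.955, limma) and 1.00 ± 1.48 (SD, n = 2) in tolerant-2 (adjusted p = 0.4664). The tolerant-2 mean rested on replicate 3, with 2.05, and was -0.042 without it. With every spot as a replicate, with or without the slide as a random block, the tolerant-2 value passed both thresholds as induced. In tolerant-1 the sign turned without replicate 2 (0.017) and with flagged spots kept (0.15). In the susceptible genotypes it was 0.99 ± 1.66 (SD, n = 2) in susceptible-1 (adjusted p = 0.377), which became -0.18 without replicate 3, and -0.071 ± 0.44 (SD, n = 3) in susceptible-2 (adjusted p = 0.962), where the sign turned under median centring (0.0073), with a dye coefficient (0.14) and without replicate 2 (0.15). DY475543 was 0.65 ± 0.65 (SD, n = 2) in tolerant-2 (adjusted p = 0.452), 0.013 ± 0.34 (SD, n = 3) in susceptible-2 (adjusted p = 0.983) with a sign that turned in several settings, without replicate 3 among them (-0.16), and -0.10 in tolerant-1 and 0.027 in susceptible-1 from 1 replicate each. At 48 hpt, DY475543 was 0.89 ± 0.21 (SD, n = 2) in susceptible-1 (adjusted p = 0.136) and -0.42 ± 0.92 (SD, n = 3) in susceptible-2 (adjusted p = 0.618), where it was 0.052 without replicate 1.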

Two cytosolic fructose 1,6-bisphosphatase transcripts (DY475548 and DY475543) were repressed only in roots of the tolerant genotypes at 24 hpt, but DY475543 was repressed in roots of susceptible genotypes at 48 hpt. As described earlier, fructose 1,6-bisphosphatase is involved in gluconeogenesis and is under indirect regulation of ATP. Thus, the roots of tolerant genotypes may be conserving energy by repressing this enzyme as early at 24 hpt, while this did not occur in the susceptible genotypes until 48 hpt, which may contribute to susceptibility.

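The difference between the mean log2 ratio of the tolerant genotypes and that of the susceptible genotypes was tested as a limma contrast. For DY475548 in roots at 24 hpt it was 0.0088 (adjusted p = 0.998), and its sign turned under median centring (-0.055), plain background subtraction (-0.027), a dye coefficient (-0.095) and without replicate 2 (-0.65). For DY475543 in roots at 48 hpt it was -0.27 (adjusted p = 0.969). Neither difference was past a threshold.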

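The grasspea probe DY396415, for caffeoyl-CoA O-methyltransferase 4, had a log2 ratio at 24 hpt of -0.091 ± 0.77 (SD, n = 3) in shoots of susceptible-2 (adjusted p = 1, limma). Replicate 3 was -0.96, and without it the ratio was 0.34. The sign also turned with array weights (0.037) and with every spot as a replicate (0.28). In roots it was -0.085 in susceptible-1 and -0.57 in susceptible-2, from 1 replicate each. Shoots of susceptible-1 had no unflagged spots of this probe at 24 or 48 hpt.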

Among the defence-related transcripts, caffeoyl-CoA O-methyltransferase 4 (DY396415), which is associated with lignification [57], was repressed in shoots and roots of both susceptible genotypes at 24 hpt, and repressed only in shoots of susceptible-1 at 48 hpt. Lignin biosynthesis is related to the reinforcement of the plant cell wall in the response to wounding or pathogen challenge. On the other hand, a putative glycine-rich cell wall protein GRP 1.8 (DY396342) was repressed only in the roots of the tolerant genotypes at 24 hpt. 

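The log2 ratio of DY396342, a grasspea probe, in roots at 24 hpt was -0.14 ± 0.36 (SD, n = 2) in tolerant-1 (adjusted p = 0.871, limma) and -0.19 ± 0.72 (SD, n = 2) in tolerant-2 (adjusted p = 0.949). Both were smaller than the spread between replicates, and both turned without replicate 3, to 0.11 and 0.32, and with flagged spots kept, to 0.066 and 0.0016. It was 0.27 ± 1.04 (SD, n = 2) in susceptible-1 (adjusted p = 0.771), or -0.47 without replicate 2, and 0.33 ± 0.47 (SD, n = 3) in susceptible-2 (adjusted p = 0.856). The tolerant minus susceptible difference was -0.47 (adjusted p = 0.998), past neither threshold.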

GRPs are also closely associated with lignification of cell walls in response to wounding or pathogen attack [58]. Thus, the repression of genes related to lignification in both susceptible and tolerant genotypes may indicate the direction of cellular resources toward other processes. Interestingly, several pathogenesis related protein 4A transcripts (DY396281, DY396372, DY396384, DY396388, CV793597) were induced in the roots of all tolerant and susceptible genotypes at 24 hpt, and again at in all genotypes except susceptible-2 at 48 hpt. 

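Of the pathogenesis-related protein 4A probes, the chickpea probe CV793597 gave values that could be tested in several root conditions, and it was induced in each of them. Its log2 ratio was 4.93 ± 0.50 (SD, n = 2) in susceptible-2 at 24 hpt (adjusted p = 0.000935, limma), and at 48 hpt 3.55 ± 0.55 (SD, n = 2) in tolerant-1 (adjusted p = 0.00763), 4.25 ± 0.35 (SD, n = 3) in tolerant-2 (adjusted p = 0.000962), 4.07 ± 0.098 (SD, n = 2) in susceptible-1 (adjusted p = 0.00132) and 4.74 ± 0.086 (SD, n = 3) in susceptible-2 (adjusted p = 0.000396). Apart from susceptible-2 at 48 hpt, each of these calls was lost when replicate 2 was left out, with log2 ratios that stayed at 3.94 or more, and that in susceptible-2 at 24 hpt was lost without replicate 1 (4.57). Between-slide scaling took susceptible-1 at 48 hpt to 2.44, without a call. At 24 hpt it was 3.88 in tolerant-1, 4.91 in tolerant-2 and 3.25 in susceptible-1, from 1 biological replicate each. The grasspea probes DY396281, DY396372, DY396384 and DY396388 could be tested only for DY396281 in roots of tolerant-1 at 48 hpt, with 2.00 ± 1.25 (SD, n = 2) (adjusted p = 0.179). In the other conditions their spots were flagged in 1 channel or both in all biological replicates or all but 1. At 24 hpt the single-replicate ratios lay between 0.24 for DY396384 in tolerant-2 and 3.79 for DY396281 in susceptible-2, and at 48 hpt between 0.50 for DY396388 in tolerant-2 and 2.83 for DY396384 in tolerant-1. Over the 5 probes and 8 root conditions, 6 of the 40 pairs could be tested and 5 were DE. With flagged spots kept, 40 were tested and 31 were DE, and with spots kept that were empty in only one channel, a setting chosen after the data had been seen, 24 were DE; all were induced, and CV793597 was DE in the 8 root conditions under both settings. Both settings divide by control spots flagged as empty, so the sizes of their ratios are not taken as measured. Where on every slide at least 50% of the spots of a probe were flagged as empty in the control channel and fewer in the treatment channel, a lower bound was computed after the data had been seen against the dimmest unflagged signal of that channel. DY396281 was at least 5.11-fold higher in tolerant-1, at least 4.22-fold in tolerant-2 and at least 8.72-fold in susceptible-1 at 24 hpt, and at least 3.17-fold in tolerant-2 and at least 4.39-fold in susceptible-2 at 48 hpt. DY396372 was at least 4.14-fold higher in tolerant-1, at least 3.01-fold in tolerant-2 and at least 8.44-fold in susceptible-1 at 24 hpt. At 48 hpt it was at least 4.83-fold higher in tolerant-1 and at least 5.96-fold in susceptible-1. DY396384 was bounded in susceptible-1, at 8.65-fold at 24 hpt and 5.66-fold at 48 hpt. DY396388 was at least 5.54-fold higher in susceptible-1 at 24 hpt. At 48 hpt it was at least 3.12-fold higher in tolerant-1 and at least 3.92-fold in susceptible-1.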

Plant defence related genes have been known to be induced in response to abiotic stresses [29]. In fact, many genes identified in expression studies in response to salt stress include those in common with pathogen infection [36]. Considering that pathogenesis related protein 4A transcripts were highly induced only in response to high-salinity stress in this study, further investigation of their involvement in salt stress may be warranted.

An interesting pattern was observed amongst the transcripts related to signalling and communication. A putative histidine-containing phospho-transfer protein ATHP3 (DY396300) and a protein kinase (DY475077) were repressed only in roots of both tolerant genotypes at 24 hpt, whilst ATHP3 was repressed only in roots of tolerant-2 and protein kinase was repressed in shoots of tolerant-1 at 48 hpt. 

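In roots at 24 hpt, the grasspea probe DY396300 had a log2 ratio of -0.50 ± 0.25 (SD, n = 2) in tolerant-1 (adjusted p = 0.473, limma) and -0.62 ± 0.30 (SD, n = 2) in tolerant-2 (adjusted p = 0.522), and -0.29 ± 0.085 (SD, n = 2) in susceptible-1 (adjusted p = 0.714) and -0.11 ± 0.29 (SD, n = 3) in susceptible-2 (adjusted p = 0.926). The susceptible-2 value turned without replicate 2 (0.037). The chickpea probe DY475077 was 0.028 ± 0.16 (SD, n = 2) in tolerant-1 (adjusted p = 0.963), 0.37 ± 0.22 (SD, n = 2) in tolerant-2 (adjusted p = 0.64), 0.45 ± 0.62 (SD, n = 3) in susceptible-1 (adjusted p = 0.313) and 0.10 ± 0.087 (SD, n = 3) in susceptible-2 (adjusted p = 0.926). Its sign in tolerant-1 turned without replicate 2 (-0.086) and under median centring (-0.036). At 48 hpt, DY396300 was -0.50 ± 0.41 (SD, n = 3) in roots of tolerant-2 (adjusted p = 0.723), and DY475077 was -0.71 ± 1.81 (SD, n = 2) in shoots of tolerant-1 (adjusted p = 0.189). The replicates of DY475077 in these shoots were on opposite sides of 0: without replicate 2 the ratio was 0.57, and without replicate 1 it was -1.99 and passed both thresholds.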

The ATHPs (or AHPs) are thought to be involved in stress sensing and relay signal transduction, where ATHP1 is thought to sense osmotic stress and transfer the signal via ATHP2/ATHP3 to the *Arabidopsis *Response Regulators (ARRs) [59]. The protein kinases are also thought to be involved in various signalling cascades related to stress responses [60]. Thus, the repression of these signalling molecules only in tolerant genotypes may have significance and needs further investigation. 

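As limma contrasts in roots at 24 hpt, the tolerant minus susceptible difference in log2 ratio was -0.35 for DY396300 and -0.076 for DY475077, both with an adjusted p of 0.998. The difference of DY475077 turned without replicate 1 (0.17), with array weights (0.019) and with a coefficient for the slides quantified in an earlier period (0.21), the last a setting chosen after the data had been seen.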

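The grasspea probes DY396269, DY396289, DY396292 and DY396359 are annotated as putative auxin-repressed proteins, and their values at 48 hpt are given in this order. In roots of susceptible-1 all were induced, with log2 ratios of 1.93 ± 0.85 (SD, n = 2), 2.20 ± 1.11 (SD, n = 2), 2.01 ± 0.79 (SD, n = 2) and 2.00 ± 0.75 (SD, n = 2) and adjusted p values of 0.0164, 0.00122, 0.00668 and 0.0112 (limma). These calls were lost with between-slide scaling and without replicate 3, those of DY396269 and DY396359 also without replicate 2 and that of DY396269 with array weights, while the log2 ratios stayed above 1 in these settings. In roots of tolerant-1 the log2 ratios were 1.03 ± 0.20 (SD, n = 3), 1.45 ± 0.60 (SD, n = 3), 1.19 ± 0.52 (SD, n = 3) and 1.05 ± 0.16 (SD, n = 2), with adjusted p values of 0.219, 0.0124, 0.0966 and 0.298, so that DY396289 alone was DE. That call was lost without replicate 1, without replicate 3 (1.12), with between-slide scaling (1.42) and with spots kept that were empty in only one channel (1.66). The other 3 passed both thresholds in a fit of this condition on its own and with the slide as a random block for the spots. In roots of tolerant-2 the means were 0.95, 0.34, 0.93 and 1.13, with SDs of 1.42, 1.25, 0.92 and 1.35 (n = 3) and no call; replicate 1 was negative for each probe, and DY396289 turned without replicate 2 (-0.38). In shoots the means were -0.34, -0.28, -0.23 and -1.01 in tolerant-2 and -0.72, -0.49, -0.55 and -0.86 in susceptible-1, none of them DE. In tolerant-2 shoots the first 3 turned without replicate 2, to 0.17, 0.29 and 0.41.

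**Figure D2:**
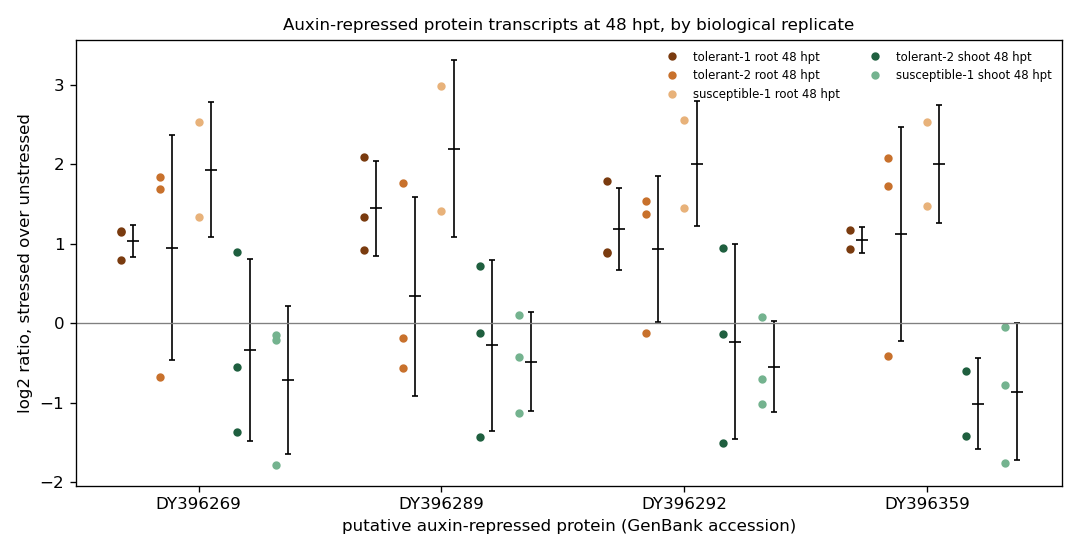
Log2 ratio of stressed to unstressed plants (vertical axis) for the 4 auxin-repressed protein probes in the conditions named at 48 hpt (horizontal axis), with each biological replicate as a point and the mean and SD drawn over them. In roots of susceptible-1 every replicate lies above 1, from 1.33 to 2.98.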

Putative auxin-repressed proteins (DY396269, DY396289, DY396292 and DY396359) were induced in roots of tolerant-1, tolerant-2 and susceptible-1 whilst they were repressed in shoots of tolerant-2 and susceptible-1 at 48 hpt. Auxin regulates growth and development and the induction of auxin-repressible proteins is negatively correlated with shoot elongation [50]. This observation suggests that the roots of all genotypes ceased to develop 48 hpt but the shoots were still undergoing growth, which supports the hypothesis that genes regulating cell division and elongation might be affected by salt stress [36].

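The difference between roots and shoots at 48 hpt was tested as a limma contrast. For DY396269, DY396289, DY396292 and DY396359 it was 2.65, 2.68, 2.56 and 2.87 on the log2 scale in susceptible-1, with adjusted p values of 0.0207, 0.00373, 0.0132 and 0.0113. All 4 differences stayed at 2.19 or more when a replicate was left out, but none was past the threshold on the adjusted p without replicate 3, DY396289 and DY396292 were not without replicate 1, and DY396269 and DY396359 were not without replicate 2. In tolerant-2 the difference was 1.29, 0.62, 1.16 and 2.14, with adjusted p values of 0.822, 0.983, 0.822 and 0.387, and that of DY396289 turned without replicate 2 (-0.67).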

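The chickpea probe DY475124, an aquaporin, was repressed in roots at 24 hpt in both tolerant genotypes, with a log2 ratio of -1.74 ± 0.58 (SD, n = 3) in tolerant-1 (adjusted p = 2.52e-06, limma) and -1.50 ± 0.27 (SD, n = 2) in tolerant-2 (adjusted p = 0.000317), in the same direction in every replicate. The tolerant-2 call was lost without replicate 1 (-1.31). The tolerant minus susceptible difference of this transcript was -0.54, with an adjusted p of 0.998. DY396334, the grasspea probe for an aquaporin-like transmembrane channel protein, was -0.89 ± 0.49 (SD, n = 3) in tolerant-1 (adjusted p = 0.0724), which passed both thresholds with array weights (-1.05), and -1.31 in the single tolerant-2 replicate with unflagged spots.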

Transcripts associated with transport facilitation like aquaporin (DY475124) and aquaporin-like transmembrane protein (DY396334) were repressed in roots of the tolerant genotypes at 24 hpt. Also, aquaporin 2 (integral tonoplast water channel protein; DY475512), aquaporin membrane protein (DY475174) and aquaporin-like transmembrane channel protein (DY396334) were repressed in roots of susceptible-1 at 48 hpt. 

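In roots of susceptible-1 at 48 hpt, DY475174 was repressed with a log2 ratio of -1.72 ± 0.52 (SD, n = 2) (adjusted p = 0.00937, limma). The call was lost without replicate 2 (-1.36), with between-slide scaling (-1.07) and with flagged spots kept (-0.63), and the ratio was 0.030 with spots kept that were empty in only one channel, a setting chosen after the data had been seen. DY475512 was -0.37 ± 0.011 (SD, n = 2) (adjusted p = 0.511) and DY396334 was -0.63 ± 0.024 (SD, n = 2) (adjusted p = 0.276). Both exceeded the spread between the replicates and were past neither threshold, and DY396334 was 0.022 with spots kept that were empty in only one channel.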

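In roots of tolerant-1 at 48 hpt, DY475174 was repressed with a log2 ratio of -1.62 ± 1.15 (SD, n = 2) (adjusted p = 0.0353, limma). Replicates 2 and 3 differed, with -2.44 and -0.81. The call was lost without replicate 1, without replicate 2 (-0.81), under median centring (-1.53), with between-slide scaling (-1.27), with flagged spots kept (-0.47) and with spots kept that were empty in only one channel (-0.044).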

At the same time only DY475174 was repressed in roots of tolerant-1. Changes in expression of aquaporins (water-channel proteins) are common to other salt stress studies and may be due to shrinkage of cells and organelles after osmotic stress [36]. 

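Additional file 3 lists 133 transcripts of unknown or unclear function, of which 126 could be tested here in at least 1 condition and 38 were DE in at least 1, with 50 induced and 36 repressed calls in 10 conditions. The paper's file lists 68 calls of energy metabolism transcripts, 59 of them repressed; 43 of the 68 could be tested here, 40 had the paper's sign and 6 were DE with it. The 32 energy metabolism transcripts that the paper lists gave 314 ratios that could be tested over the 16 conditions. Of these log2 ratios, 56.4% were below 0, against 49.2% of all tested ratios, and 7 were called induced and 6 repressed. The paper listed these transcripts from calls on the same slides, mostly repressed, so this share is no independent check. The share below 0 was lowest in roots of tolerant-1 at 24 hpt, with 28.6%, and highest in shoots of tolerant-2 at 48 hpt, with 81.5%.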

Finally, many genes with unknown/unclear functions were induced/repressed in shoots and roots of all the genotypes and most of the transcripts associated with energy metabolism were repressed in all genotypes and conditions.

### Consensus stress-responsive transcripts

The main objective of this study was to identify transcripts that were consistently DE between tolerant and susceptible genotypes for each stress. Our hypothesis was that if a putative gene was consistently expressed only in tolerant or susceptible genotypes for a particular stress, it might be a candidate for tolerance/susceptibility to the stress. Of the 109 DE transcripts expressed in drought tolerant and susceptible genotypes, only two were consistently expressed (Table 3). These included a cytosolic fructose 1,6-bisphosphatase (DY475548) and a gene with unknown function, which were repressed in flowers of both susceptible genotypes. Fructose 1,6-bisphosphatase is repressed when cellular ATP levels are low to conserve energy, which may be an effect of drought susceptibility. The involvement and role of genes with unknown function have to be confirmed by additional studies.

**Table 3:** List of transcripts that were consensually differentially expressed amongst the tolerant and susceptible genotypes for each stress, tissue type and time-point

**GenBank Accession**	**Putative function**	**Log_2 _ratio**		***P *value**	
		
		Group I*	Group II*	Group I*	Group II*
*Drought susceptible flowers*					
DY475548	Cytosolic fructose 1,6-bisphosphatase	-1.7	-1.02	4.81E-43	7.33E-13
DY475051	Unknown	-1.47	-5.24	1.29E-11	7.45E-40
*Cold tolerant leaves*					
DY475555	Chlorophyll a/b binding protein	-1	-1.89	7.65E-12	1.90E-03
EB085047	18S rRNA	-1.25	-1.15	8.04E-05	1.01E-05
DY396262	Probable Ca-binding mitochondrial carrier	-1.1	-1.6	2.82E-11	3.97E-03
DY475384	Serine/threonine protein kinase	-2.43	-3.27	1.19E-18	1.33E-08
DY475141	Beta-galactosidase	-2	-1.63	1.35E-05	2.98E-04
DY396371	Polyubiquitin	-1.05	-1.62	2.62E-08	7.42E-04
DY475282	Trehalose-phosphatase	-1.27	-1.82	2.94E-04	3.49E-05
DY396343	Pathogenesis-related protein	-1.46	-1.69	1.05E-11	3.27E-06
DY396307	Serine/threonine protein kinase	-1.12	-1.14	1.93E-18	4.64E-03
DY475323	Unclear	-1.42	-2.05	2.53E-05	2.84E-28
DY475203	Unknown	-1.51	-1.6	4.58E-04	3.91E-05
*Cold susceptible leaves*					
DY475523	Sorting nexin protein	-2.1	-1.12	6.18E-05	8.43E-05
DY475329	Unclear	-1.7	-1.07	1.92E-05	8.39E-03
DY475431	Unknown	-1.54	-1.63	8.43E-03	3.79E-06
*Cold susceptible flowers*					
DY475397	Superoxide dismutase copper chaperone precursor	-4.16	-1.47	9.50E-07	7.69E-09
*High-salinity tolerant shoot 24 hpt*					
DY475501	P700 chlorophyll a-apoprotein	-1.06	-2.13	1.06E-03	1.13E-06
DY475287	NADH-plastoquinone oxidoreductase subunit I	-3.55	-2.41	3.75E-04	1.53E-04
DY475215	Unknown	-2.14	-1.52	3.97E-07	2.61E-06
*High-salinity tolerant root 24 hpt*					
EB085052	Unknown	-1.46	-1.64	3.69E-07	1.78E-08
DY396290	Splicing factor-like protein	-1.7	-1.31	1.75E-03	1.22E-02
DY396300	ATHP3 (histidine-containing phosphotransfer protein)	-1.3	-1.21	3.40E-06	1.24E-10
DY396342	Glycine-rich cell wall protein GRP 1.8	-1.43	-2.77	3.51E-03	4.01E-04
DY475077	Protein kinase	-1.37	-2.91	2.31E-07	2.13E-06
DY475548	Cytosolic fructose 1,6-bisphosphatase	-2.36	-1.22	2.10E-03	5.54E-04
DY475124	Aquaporin	-1.73	-1	9.28E-13	1.57E-13
DY475256	Unknown	-1.07	-1.15	1.77E-05	1.31E-02
DY475275	Unknown	-1.93	-1.27	2.68E-10	3.50E-05
DY475293	Unknown	1.23	1.4	4.70E-06	8.35E-11
DY475347	Unknown	-5.82	-2.72	2.49E-03	1.58E-19
DY475416	Unknown	-1.94	-1.67	9.14E-03	3.24E-04
*High-salinity susceptible root 24 hpt*					
DY475225	Proline oxidase	-1.19	-2.64	5.03E-04	1.08E-08
DY475186	Unclear	-2.3	-1.56	4.35E-09	1.36E-08
*High-salinity tolerant shoot 48 hpt*					
DY396301	Pathogenesis-related protein	-3.26	-1.73	2.87E-08	3.30E-07
*High-salinity susceptible shoot 48 hpt*					
DY475205	Unclear	2.49	1.45	2.18E-16	1.63E-04
DY475048	Unknown	-2.7	-1.76	6.97E-03	3.47E-03
*High-salinity tolerant root 48 hpt*					
DY396262	Probable Ca-binding mitochondrial carrier	-1.18	-1.26	9.17E-15	7.88E-03
DY475403	Carbonic anhydrase	-1.47	-2.36	5.46E-07	2.28E-09
DY475242	Thiazole biosynthetic enzyme	-1.77	-2.48	4.38E-06	9.27E-06
DY396281	Pathogenesis-related protein 4A	3.35	2.6	2.81E-17	3.49E-14
DY475416	Unknown	-3.71	-2.25	4.30E-06	1.80E-08
DY475521	Unknown	1.38	1.01	3.68E-09	6.70E-07
*High-salinity susceptible root 48 hpt*					
DY396290	Splicing factor-like protein	-2.63	-1.65	4.68E-08	1.97E-04
DY475408	Xylosidase	2.48	1.09	9.41E-04	4.53E-03
DY475217	Unclear	-2.03	-1.02	1.39E-04	7.44E-03
DY475390	Unknown	2.19	1.05	2.65E-04	1.56E-03

* The tolerant/susceptible genotypes used in Group I and Group II are mentioned in Table 4.

Fifteen out of the 210 DE transcripts found in cold tolerant and susceptible genotypes were consistently expressed (Table 3), all of which were repressed. Most of the putative genes were identified in leaves of the tolerant genotypes, and included a beta-galactosidase (DY475141) transcript that was described earlier as possibly indicative of disaccharide (*e.g*. sucrose) retention with the effect of protecting cell membranes during cold stress. Several protein synthesis/modification and energy/metabolism transcripts were also repressed (*e.g*. DY475282, DY396371 and DY475555), which was likely due to the impairment of photosynthesis and respiration at low temperature [54,55]. Other consistently repressed transcripts in tolerant genotypes included putative signalling (DY396262, DY475384 and DY396307) and defence-related proteins (CV793589 and DY396343), which may be involved in the repression of cell death mechanisms. In susceptible genotypes, a putative superoxide dismutase precursor protein (DY475397) and sorting nexin protein (DY475523) were the only known transcripts to be consistently repressed. Superoxide dismutase is involved in the programmed cell death pathway where its repression allows the accumulation of reactive oxygen species that signal and contribute to cell death [61]. Subsequently, this result suggests that cold stress in susceptible genotypes may lead to the promotion of cell death pathways.

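In the tolerant genotypes at 24 hpt, the chickpea probe DY475287, for subunit I of NADH-plastoquinone oxidoreductase, had log2 ratios of -0.32 in shoots of tolerant-1 and -0.16 in shoots of tolerant-2, each from 1 biological replicate. The tolerant minus susceptible difference of the P700 chlorophyll a-apoprotein transcript DY475501 in shoots was -0.22 (adjusted p = 0.997, limma contrast). The consensus count here takes a transcript DE in both genotypes of a class with the same sign and in neither genotype of the other class. On the calls listed in Additional file 3, compared after the data had been seen, 29 of the 30 entries of Table 3 for high salinity meet this rule, and DY396290 in tolerant roots at 24 hpt, listed for susceptible-2 too, does not. In shoots of the tolerant genotypes at 24 hpt 461 features were tested in both genotypes and the consensus count was 0, and in roots at 24 hpt 419 were tested and 16 were DE in both, of which 6 were DE in all 4 genotypes and 1 remained as the consensus. In roots the count became 0 without replicate 1, without replicate 3, with flagged spots kept, by Student's test on the biological replicates, and, among the settings chosen after the data had been seen, with values required in all 3 replicates and with spots kept that were empty in only one channel. It stayed at 1 with another transcript in place of DY475293 without replicate 2, without background correction, with between-slide scaling, with dim features left out and with the slide as a random block for the spots. The consensus count there was 4 with array weights or with a separate fit per condition. The authors' deposited ratios with the 2-fold threshold and no test moved the counts most, to 7 in shoots and 9 in roots.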

Of the transcripts consistently expressed in tolerant genotypes in response to high-salinity stress, the annotation of transcripts at 24 hpt suggest a reduction in energy production in shoots and roots by repression of putative genes including P700 chlorophyll a-apoprotein (DY475501) and NADH-plastoquinone oxidoreductase subunit I (DY475287), cytosolic fructose 1,6-bisphosphatase (DY475548) and splicing factor-like protein (DY396290). These observations may indicate that the available cellular resources have instead been deployed to maintain the ionic balance needed to tolerate the high-salinity conditions. 

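The difference between the mean of the tolerant and the mean of the susceptible genotypes was tested for every feature with values in all 4 genotypes. In limma's contrasts 0 of 451 features differed in shoots at 24 hpt, 0 of 460 in shoots at 48 hpt, 0 of 411 in roots at 24 hpt and 0 of 414 in roots at 48 hpt, while 14, 12, 6 and 9 features had an unadjusted p under 0.05. Without replicate 3, 2 features differed in shoots at 48 hpt. The contrast speaks of these 4 genotypes only, with 2 in each class. It did not pair same-numbered replicates of the genotypes of a group. Their deviations were correlated by 0.669, 0.647 and 0.64 in group I roots at 24 hpt, but by -0.073, 0.215 and -0.192 in group I shoots at 24 hpt. A count of 0 thus does not exclude a difference. From transcripts repressed in both tolerant genotypes at 24 hpt and their annotation, the paper proposes that energy production was reduced in shoots and roots, and that cellular resources were deployed instead to maintain the ionic balance.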

The ATHP3 (DY396300) and protein kinase (DY475077) are potentially involved in signalling cascades responsible for sensing and relaying osmotic stress signals, but their consistent repression in tolerant genotypes suggest that they may negatively regulate the genes responsible for signalling high-salinity tolerance. Additionally a glycine rich protein (DY396342) that is associated with lignification of cell walls in response to wounding and pathogen attack was repressed in tolerant genotypes, which indicates that a reduction of lignin deposition may be an effect of high-salinity tolerance. In tolerant genotypes at 48 hpt, two energy and metabolic-related transcripts were consistently repressed, including a carbonic anhydrase (DY475403) and putative thiazole biosynthetic enzyme (DY475242) in roots, suggesting again the sacrifice of general cellular functions for maintenance of ionic balance. 

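In roots of the tolerant genotypes at 48 hpt, DY475403 had a log2 ratio of -1.64 ± 1.49 (SD, n = 2) in tolerant-1 (adjusted p = 0.0673, limma) and -1.22 ± 0.60 (SD, n = 2) in tolerant-2 (adjusted p = 0.36). Both were negative in both replicates and past the 2-fold threshold but not the threshold on the adjusted p. The tolerant-1 value passed both with flagged spots kept (-1.90), without replicate 3 (-2.70), in a fit of that condition on its own, and with every spot as a replicate (-1.29) or as a replicate within the slide as a random block (-1.63), and the tolerant-2 value with flagged spots kept (-1.73) and with the slide as a random block (-1.20). DY475242 was -0.88 ± 0.56 (SD, n = 2) in tolerant-1 (adjusted p = 0.0668), which was DE with flagged spots kept (-1.20), and 0.072 in the single replicate of tolerant-2 with unflagged spots.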

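The pathogenesis-related protein probe DY396301 had log2 ratios of -0.0097 in shoots of tolerant-1 and -0.92 in shoots of tolerant-2 at 48 hpt, each from 1 biological replicate, so neither was tested. In roots at 48 hpt the pathogenesis-related protein 4A probe DY396281 was 2.12 in the single replicate of tolerant-2 with unflagged spots, and its tolerant-1 value was past the 2-fold threshold but not the threshold on the adjusted p. It passed both in tolerant-1 with a separate fit per condition, with every spot as a replicate (2.58) and with the slide as a random block (2.04). The consensus count of the tolerant genotypes at 48 hpt was 0 among 484 features tested in both in shoots and 0 among 469 in roots, where 6 features were DE in both, and 6 were DE in all 4 genotypes. In roots it was 1 with between-slide scaling or with the slide as a random block for the spots, and 13 with the authors' deposited ratios.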

In shoots, only a pathogenesis-related protein (DY396301) was consistently repressed at 48 hpt, but a similar transcript (DY396281) was induced in roots of tolerant genotypes at the same time. As described earlier, PR proteins have been shown to be expressed under abiotic stresses but their role is not very well understood. Subsequently, these putative defence-related proteins may have a tissue-specific role in conferring high-salinity tolerance in chickpea.

Only two transcripts were DE in susceptible genotypes at 24 hpt, all occurring in root tissue. One of these was gene with unclear function and the other a proline oxidase transcript (DY475225) that may indicate the retention of proline, which is an osmolyte known to accumulate under osmotic stresses and plays a role in stabilizing structure of plant proteins [36]. 

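In roots of the susceptible genotypes at 24 hpt, 444 features were tested in both genotypes, 10 were DE in both with the same sign, and the consensus count was 0. With between-slide scaling it was 1, and 7 with the authors' deposited ratios. The transcript of unclear function in Table 3, DY475186, had a log2 ratio of -0.84 ± 0.29 (SD, n = 2) in susceptible-2 (adjusted p = 0.477, limma) and -0.12 in the single replicate of susceptible-1 with unflagged spots. For proline oxidase, the 1 replicate of susceptible-1 had a positive and that of susceptible-2 a negative ratio.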

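In roots of the susceptible genotypes at 48 hpt, 424 features were tested in both genotypes and 9 were DE in both with the same sign, of which 6 were DE in all 4 genotypes. The consensus count was 0. It was 2 without replicate 2, with every spot as a replicate or with the threshold on the adjusted p alone, and 9 with the authors' deposited ratios. The splicing factor-like protein DY396290 could be tested at this time in susceptible-2 alone, so no consensus call was possible for it.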

At 48 hpt, a putative splicing factor-like protein (DY396290) was consistently repressed in roots of susceptible genotypes, suggesting the potential stress-related repression of RNA production/processing. Interestingly, a putative xylosidase (DY475408) was induced in susceptible roots at 48 hpt. 

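The log2 ratio of DY475408 was 2.33 ± 0.32 (SD, n = 2) in roots of susceptible-1 at 48 hpt, where it was induced (adjusted p = 0.00457, limma), and 1.07 ± 1.35 (SD, n = 3) in roots of susceptible-2 (adjusted p = 0.245), where replicate 1 had -0.42. The susceptible-1 call was lost without replicate 2 (2.10) and with between-slide scaling (1.42), and the susceptible-2 value passed both thresholds with every spot as a replicate, with or without the slide as a random block. The tolerant minus susceptible difference was -1.04 (adjusted p = 0.969, limma contrast).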

Xylosidase exhibits hydrolytic activity towards polysaccharides and is responsible for structural changes by degradation of polysaccharides to allow the modification of the cell wall [62]. Thus, this result shows that susceptible genotypes may undergo cell wall degradation as a result of high-salinity stress. Finally, several unknown/unclear transcripts were DE in both tolerant and susceptible genotypes. Of interest were two unknowns (DY475293 and DY475521) that were consistently induced in tolerant genotypes and may be important for high-salinity tolerance.

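In roots at 24 hpt, DY475293 was induced in tolerant-1 with a log2 ratio of 1.05 ± 0.24 (SD, n = 2) (adjusted p = 0.0439, limma) and in tolerant-2 with 1.57 ± 0.29 (SD, n = 2) (adjusted p = 0.00612), in every replicate, and it was the consensus transcript of this tissue and time point. In tolerant-1 its call was lost when any single replicate was left out, with ratios from 0.88 to 1.23, without background correction (0.97), with between-slide scaling (0.67), with flagged spots kept (0.85), with the slide as a random block and with spots kept that were empty in only one channel (0.93). In tolerant-2 it was lost without replicate 1 (1.36), without replicate 3 (1.78) and with spots kept that were empty in only one channel. DY475521 in roots at 48 hpt was 1.22 ± 0.27 (SD, n = 2) in tolerant-1 (adjusted p = 0.178) and 0.68 ± 0.63 (SD, n = 3) in tolerant-2 (adjusted p = 0.613). The tolerant-1 value passed both thresholds with a separate fit per condition and with every spot as a replicate, with or without the slide as a random block. As limma contrasts, the tolerant minus susceptible difference was 0.56 for DY475293 (adjusted p = 0.998) and 0.17 for DY475521 (adjusted p = 0.969).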

## Conclusion

This study revealed that 476 transcripts were DE in all stresses, genotypes, tissue-types, and time points tested. The large number of transcriptome changes observed highlights the difficulty of understanding the global context of stress responses. In *Arabidopsis*, approximately 30% of the genome was potentially regulated by salt, cold and osmotic stress [34]. In our study it was also observed that the number of transcripts expressed depended on the type and severity of stress, where more transcripts were expressed under high-salinity followed by cold and drought stress. The DE transcripts between the stressed and unstressed plants were classified in relation to functional categories and, overall, more genes were found to be repressed than induced. The genes that were consistently DE in groups of tolerant and susceptible genotypes for each stress were compiled and interesting observations were made when the DE genes were analysed with respect to their biological role in plants.

The main objective of this study was to identify a suite of putative genes that were consistently expressed in tolerant or susceptible genotypes for each stress condition. To our knowledge, this is the first intensive cDNA microarray study for abiotic stress responses in chickpea. Several candidate genes for tolerance/susceptibility were identified from Table 3, but it is crucial to emphasize that changes in mRNA accumulation may not necessarily correlate with protein/enzyme activity levels [63]. Moreover, when applying stress treatments, the response in the plant may be variable due to the nature of treatment, variation in response by plants, or natural variation between plants [28]. Therefore, it may possibly be ideal to compare expression profiles of recombinant inbred lines (RILs) or near isogenic lines (NILs) that are tolerant and susceptible to these abiotic stresses to reduce background genetic variation amongst the plants. The expression profiles provide starting points for in-depth studies on candidate genes to help prioritize the intensive task of using reverse genetics to assign gene functions [34]. The results of this study should therefore be carefully extrapolated until further in-depth studies have been carried out. Nevertheless, the annotation of transcripts with significant fold change and detection of consistently DE transcripts between tolerant and susceptible genotypes strongly suggests that these putative genes have a role in abiotic stress responses. Subsequently, the experimental set-up and downstream analysis methods applied in this study are appropriate for identification of putative stress induced transcripts in chickpea. The identification of novel genes, determination of their expression patterns in response to different stress conditions, and an improved understanding of their functions in stress adaptation will provide basic knowledge to design effective engineering strategies for enhancement of stress tolerances.

## Methods

### Plant materials and experimental design

Chickpea genotypes tolerant and susceptible to the abiotic stresses of drought, cold and high-salinity were selected (Dr. B. Redden, 2005, pers. comm.; Dr. H. Clarke, 2005, pers. comm.; Moses Maliro, 2005, pers. comm.) and obtained from the Australian Temperate Field Crops Collection, Horsham, Australia (Table 4). Two groups of a tolerant and susceptible genotype were screened to generate an expression profile in response to each abiotic stress. The stress treatments were performed on the tolerant and susceptible genotypes in three biological replications. The experiments were conducted in reference design where respective tissues from unstressed plants served as control. The genes expressed by the two tolerant and susceptible genotypes (for each stress/tissue-type/time-point) were compared in a two-way comparison to reveal genes that were consistently expressed only in the tolerant/susceptible accessions.

**Table 4:** List of abiotic stress tolerant and susceptible genotypes used in two groups of stress experiments. Genotypes are listed by common name and Australian Temperate Crop (ATC) identification number

**Characteristic**	**Group I**	**Group II**
Drought tolerant	BG 1103 (ATC 48111)	BG 362 (ATC 48104)
Drought susceptible	Kaniva (ATC 40030)	Genesis 508 (ATC 45226)
Cold tolerant	Sonali (ATC 48113)	ILC 01276 (ATC 40021)
Cold susceptible	Amethyst (ATC 42331)	DOOEN (ATC 40874)
Salt tolerant	CPI 060546 (ATC 40586)	ICC 06474 (ATC 40171)
Salt susceptible	CPI 60527 (ATC 40033)	ICC 08161 (ATC 40707)

* The tolerant/susceptible genotypes used in Group I and Group II are mentioned in Table 4.

### Drought stress treatments

The drought tolerant and susceptible genotypes (five treatment and five control plants per genotype) were cultivated (one plant per 15 cm pot) in sterile potting mix in a glasshouse at 15–25°C. All plants were watered to keep the soil moist but excess watering was avoided. The plants were fertilized twice with urea during establishment and once with Nitrosol^® ^(Amgrow, Australia) 45 days after sowing. The drought stress was imposed two weeks after flowering as follows: All plants were saturated with water late in the evening, and the following morning pots were bagged so that no water was allowed to evaporate. A 1.0 ml pipette tip was cut slightly at the tip and inserted in the pot to allow addition of water. The initial pot weight was recorded. The water content in each pot was estimated to be 30% of the initial pot weight (based on wet weight and dry weight). From the subsequent day onwards, the control pots were maintained at 80% water content and the treatment pots were allowed to lose 5–10% of their water content per day and any extra water lost (> 10%) was replenished. The leaf, root and flower/bud tissues were collected separately when the treatment pots reached 30% water content, indicative of a drought or high water deficit condition [64] (Dr. V. Vincent, 2005, pers. comm.; Dr. D. Hoisington, 2005, pers comm.). The tissues from the control plants were also collected at this time. All tissues were snap frozen in liquid nitrogen and preserved at -80°C until RNA extraction.

### Cold stress treatments

The cold tolerant and susceptible genotypes (five treatment and five control plants per genotype) were cultivated as described for the drought stress treatment until the cold stress treatment commenced two weeks after flowering. To simulate cold stress, treatment plants were exposed to a 12 h day/12 h night temperature cycle of 15–25°C and 5°C [38,65] (Dr. H. Clarke, 2005, pers comm.). The control plants were maintained in glasshouse conditions (15–25°C). The leaf and flowers/buds/immature pod tissues from treatment plants were collected after the seventh night at 5°C. The tissues from the control plants were also collected at this time and all tissues were snap frozen in liquid nitrogen and preserved at -80°C until RNA extraction.

### High-salinity stress treatments

The high-salinity tolerant and susceptible genotypes were cultivated in a hydroponic system using 50 L plastic crates. Two crates were set-up, one each for treatment and control. Forty holes (8 × 5 grid) of 5 cm diameter were drilled in the crates' lid and rock wool plugs were placed in them. Ten pre-germinated seeds per tolerant and susceptible genotype were transplanted in alternate plugs within each crate. The seedlings were watered normally from above for four days. The following day, the crates were filled with 0.5 × modified Hoagland's nutrient medium (pH 6.5) [66]. The medium was aerated using two aquarium pumps per crate. The nutrient medium was subsequently replaced with 1.0 × Hoagland's solution (pH 6.5) after a further seven days. At day 18, the nutrient medium for the treatment plants was replaced with 1.0 × modified Hoagland's with 150 mM Sodium Chloride (NaCl) (pH 6.5), which represented a salinity concentration known to be toxic to chickpea [6] (unpublished data). The control plants continued to grow in replaced 1.0 × modified Hoagland's solution (pH 6.5). Leaf/shoot and root tissues were collected from five treatment plants at 24 and 48 h post-treatment (hpt). The tissues from control plants were also collected at these times. The tissues were snap frozen in liquid nitrogen and preserved at -80°C until RNA extraction.

### Microarray construction, target preparation and hybridization

Microarrays were constructed in accordance with MIAME guidelines [67], following the method of [33]. The 768-feature microarrays consisted of 559 chickpea cDNAs, 156 grasspea cDNAs, 41 lentil resistance gene analogs (RGAs) and 12 controls. A complete description of the microarray features can be found. ' [see Additional file 4]'. Printed microarrays were pre-hybridized by blocking in 5 × SSC, 0.1% SDS, 25% formamide, 1% BSA for 45 min at 42°C, rinsed in distilled water and dried. Total RNA was extracted from separately pooled tissue samples for each treatment, followed by labeling and hybridization to microarray slides according to [33]. Dye swap was performed in one of the three biological replicates.

### Scanning and data analysis

Slides were scanned and images captured as described [33]. Data transformations consisted of a local background correction, omitting flagged spots, normalization by applying the LOWESS algorithm [68], creating a Cy5/Cy3 mean signal ratio, log_2 _conversion, and combining replicates. To identify differentially expressed (DE) genes, expression ratio results were filtered to eliminate genes whose 95% confidence interval for mean fold change (FC) did not extend to 2-fold up or down. These cut-offs translated into induced transcripts having a log_2 _ratio ≥ 1.0 and repressed transcripts a ratio of ≤ -1.0. This was followed by a Students *t *test and False Discovery Rate (FDR) multiple testing correction to retain only genes in which expression changes *v*. unstressed control were significant at P < 0.05. High data quality and reproducibility was achieved using five experimental replicates (five stressed and five unstressed plants), three biological replicates and six technical replicates for all microarray spots. Data quality was also improved by the inclusion of negative controls and a dye-swap for one biological replicate.

### Quantitative Reverse -Transcription PCR (qRT-PCR)

The microarray expression results were validated by performing qRT-PCR on a set of selected DE transcripts. This set was chosen to represent different stresses, genotypes, tissue-types, time points and expression values (up/down-regulation). The PCR primers were designed using Primer3 [69] and had a GC content of 40–60%, a Tm > 50°C, a primer length 20–25 nucleotides, and an expected amplicon size was 100–250 bp. The comparative Ct method of quantitation was used with the Actin gene (DY475300) as a reference. The relative fold-change for each of the selected genes was detected from both the tolerant/susceptible genotypes. For each genotype, 5 μg total RNA from one of the biological replicates was converted into cDNA using oligodT 15-mer (Roche Diagnostics, Mannheim, Germany) and Superscript II reverse transcriptase (Invitrogen Life Technologies, Carlsbad, CA). This cDNA was purified using the Qiaquick PCR purification kit (Qiagen, Valencia, CA) and diluted to 250 μL in sterile water. Validation experiments were performed on 5 to 6 log dilutions of each of the target genes together with the Actin reference to determine if the amplification efficiencies were equal. Triplicate qRT-PCR reactions were performed using iQ™SYBR^® ^Green Supermix (Bio-Rad, Hercules, CA),0.4 μM of forward and reverse primers and the required amounts of cDNA template. The PCRs were performed in a Bio-Rad MyiQ™ thermocycler (Bio-Rad, Hercules, CA). The temperature regime used was 95°C for 10 m followed by 40 cycles of 30 s at 95°C, 45 s at 55°C and 45 s at 72°C. Melting curve analysis by applying increasing temperature from 45°C to 95°C (0.5°C/10 s) and gel and gel electrophoresis of final product confirmed single amplicons. Negative control reactions using untranscribed RNA were also run to confirm absence of genomic DNA. The relative fold change for a particular target was determined by comparing the Ct values for the treatment with that of the control. The Ct values were normalized using the Ct reference (actin) prior to comparison.

## Authors' contributions

NM carried out most of the work described here including conception and design of experiments, acquisition of data, analysis and interpretation of data and drafting the manuscript. RF and EP contributed towards conception and design of experiments, supervision of the work and critical review of the manuscript. TC contributed towards design of experiments, analysis and interpretation of data and review of manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Genes > 2-fold differentially expressed between drought stressed and unstressed plants (sorted with respect to their putative function). The genes > 2-fold differentially expressed between drought stressed and unstressed plants. The table has been sorted with respect to putative function of genes and details of genotype/tissue-type in which the genes were expressed are given. Click here for file

Additional file 2 Genes > 2-fold differentially expressed between cold stressed and unstressed plants (sorted with respect to their putative function). The genes > 2-fold differentially expressed between cold stressed and unstressed plants. The table has been sorted with respect to putative function of genes and details of genotype/tissue-type in which the genes were expressed are given. Click here for file

Additional file 3 Genes > 2-fold differentially expressed between high-salinity stressed and unstressed plants (sorted with respect to their putative function). The genes > 2-fold differentially expressed between high-salinity stressed and unstressed plants. The table has been sorted with respect to putative function of genes and details of genotype/tissue-type in which the genes were expressed are given. Click here for file

Additional file 4 Characteristics of the 768 microarray features. The details of the 768 features printed on the spotted cDNA array. It includes the Spot position, GenBank^® ^Accession, Gene Name, Source, Biosequence type and its usage (reporter/control). Click here for file

# Supplementary material for: Transcriptional profiling of chickpea genes differentially regulated in response to high-salinity, cold and drought
**Source:** BMC Genomics. 2007 Sep 2;8:303. doi: 10.1186/1471-2164-8-303
**Supplement:** Additional file 4 — Characteristics of the 768 microarray features. The details of the 768 features printed on the spotted cDNA array. It includes the Spot position, GenBank® Accession, Gene Name, Source, Biosequence type and its usage (reporter/control).

**Additional file 4.** Characteristics of the 768 microarray features.

How the deposited data were processed for this re-analysis (not part of the article)

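High-salinity stress was measured in 16 conditions, the shoots and roots of tolerant-1, tolerant-2, susceptible-1 and susceptible-2 at 24 and 48 h after 150 mM NaCl, with 3 biological replicates of 5 pooled plants each. Each biological replicate was a slide with stressed and unstressed RNA in Cy3 and Cy5, and the dyes of replicate 3 were swapped. Which scanner file held which channel, dye and replicate was read from the file names, and the image names in the file headers gave the same dyes. A slide carried 6 copies of 768 features: 559 from chickpea, 156 from grasspea, 41 lentil RGAs and 12 controls. The conditions for drought and cold were not analysed here, and no genome was used.

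The authors deposited the intensity of each spot and dye as quantified with ImaGene 5.5 from the slide image, with a local background from a ring around the spot and a flag for empty and poor spots, per the file headers, without background subtraction or normalization. The authors also deposited a log2 ratio per feature and condition, made with GeneSight 3 by subtraction of the background, omission of flagged spots, LOWESS, the ratio of Cy5 to Cy3 and a shifted logarithm, with the replicates combined. The constant of the shift is not stated in the paper, and these log2 values served only as an alternative.

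From the intensities, log2 ratios of stressed to unstressed plants were computed with limma 3.58.1 in R 4.3.3: normexp background correction with an offset of 50 on the mean signal and mean local background, and loess within each slide with control spots at weight 0. Spots flagged in either channel were left out, which were 42.3% of all spots. The ratios of replicate 3 were turned, and the spots of a feature were averaged in each replicate. Replicates 1 and 2 of tolerant-2 roots at 24 hpt were the same slide image and were counted once, which left 47 of 48 slides. The loading of the tables and the figures used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.

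Each condition was tested against 0 in a limma model over all conditions with moderated variances, with Benjamini-Hochberg adjustment per condition. Transcripts were differentially expressed at an adjusted p under 0.05 and a log2 ratio at or beyond 1 or -1. Features with values in fewer than 2 biological replicates were not tested, a minimum set after the files had been seen. In all, 20 contrasts were tested in the same model: 4 between the means of the tolerant and susceptible genotypes, 8 between 48 and 24 hpt and 8 between roots and shoots, with adjustment per contrast. The consensus of a class was a transcript called in both of its genotypes in the same direction and in neither genotype of the other class. A feature was undetected in a genotype when the mean signal of its unflagged spots was under 2 times the mean local background in every slide and channel, and probe sources were compared with Fisher's exact test.

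The transcripts named here were set by a rule, like the comparisons and most alternatives, before the data were examined: each transcript the paper names by accession in its text on high salinity, in its consensus text and in the high-salinity parts of Tables 1 and 3, with actin DY475300, in the conditions the paper names, and for each condition the called transcript with the largest log2 ratio measured in each of its 3 biological replicates (2 in tolerant-2 roots at 24 hpt, which have 2) with 1 sign. Others were named after their values had been seen, and this is said beside them.

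The alternatives were background correction (plain subtraction, an offset of 0, none), normalization (median centring, loess per feature set, scaling between slides), flagged spots kept, the median of spots, dim features left out, spots as replicates with the slide as a random block or as independent replicates, Student's test as in the paper's methods, a fit per condition, a dye coefficient, array weights, a replicate block, each replicate left out in turn, either threshold alone, and the authors' deposited values with the 2-fold threshold. After the data had been seen, 5 were added: values in all 3 replicates, the repeated slide counted as 2, spots kept that were empty in one channel, a coefficient for the slides quantified in an earlier period, and replicate 3 of susceptible-1 shoots at 24 hpt not turned. In the 24 pairs of conditions that share replicate numbers, the numbers were checked for pairing, with the result in the closing section.

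The method was tested on simulated data with 200 features changed by a log2 ratio of 2. Over the 16 conditions, 98.2% of the changed values were called in the right direction and 1.15% of the calls were on unchanged features, and with the 2 replicates of tolerant-2 roots at 24 hpt 97.6% were. In the contrast of tolerant and susceptible roots at 48 hpt 99.1% were called, in that of 48 and 24 hpt in roots of susceptible-1 90%, and in that of roots and shoots of susceptible-1 at 48 hpt 91.2%. With nothing changed, the simulated data gave 0 calls. The simulated noise was independent between slides, with no dye effect of single features, while same-numbered real replicates had a median correlation of 0.297. Smaller changes and fewer changed features were not simulated. These shares therefore do not give the power or the error rate in the real data. Signal over background per slide had a median of 7.2 in Cy3 and 14.2 in Cy5.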

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

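The tests by other splits of the samples for the contrasts and those on the dye effect of single features were chosen only after the results had been seen.

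In roots of tolerant-2 at 24 hpt, replicate 3 stood far from the other 3 values of the tolerant genotypes for 2 of the named transcripts. DY475548 had a log2 ratio of 2.0472 there, against -0.148 to 0.017 in the others, and DY475256 had -0.4544, against -0.046 to -0.018. Among the 23 groups of 4 to 6 values looked at, chance alone marks about 1 in 20. A value resting on few spots could stand apart in this way, but 6 of the 6 spots of DY475548 and 6 of the 6 of DY475256 were usable on that slide, which argues against few unflagged spots as the reason. Replicate 3 is also the slide with swapped dyes in every condition. For DY475548, replicate 3 minus the mean of replicates 1 and 2 was 2.089 there, and in the 6 other conditions with such values it was -0.608 to 2.344, above 0 in 5, with a mean of 1.07 (95% interval -0.187 to 2.327). The swapped slides of tolerant-1 roots at 24 hpt (0.017) and of susceptible-1 roots at 24 hpt (2.162) thus differed in size, and a dye effect of this feature cannot be told apart from a difference of this replicate, since the interval holds both 0 and the difference seen. For DY475256 the difference was -0.432 there and -0.357 to 0.523 in 14 other conditions, above 0 in 6, with a mean of -0.044 (95% interval -0.182 to 0.095), which holds 0 and not the difference seen. The other roots of group II had -0.323 (tolerant-2 at 48 hpt), -0.311 (susceptible-2 at 48 hpt) and -0.232 (susceptible-2 at 24 hpt), however, so that a dye effect of this feature on the slides of group II roots cannot be told apart from a difference of this replicate either. No biological explanation was tested.

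Between 24 and 48 hpt, 2 transcripts differed in roots of susceptible-1 in limma's contrast, both with a lower log2 ratio at 48 hpt: CV793595 by -1.73 and DY475096 by -1.11, each with an adjusted p of 0.0154. Both were named after their values were seen. Of the 10 splits of these 6 slides into 3 and 3, 3 gave as many differing transcripts, and a design of this size cannot exclude chance. Both calls were lost with array weights, without replicate 2 and without replicate 3, and DY475096 also with median centring and without replicate 1. The other contrasts between the time points had 0 differing transcripts, with 38, 15, 18, 32, 56, 3 and 4 at an unadjusted p under 0.05 in tolerant-1 shoots and roots, tolerant-2 shoots and roots, susceptible-1 shoots, and susceptible-2 shoots and roots. A count of 0 is reached by every split, so the 10 splits of such a contrast test nothing there. Summed over the 8 contrasts between the time points, 2 transcripts differed, and 58 of 100 splits of the slides within every contrast gave as many, with up to 23, so that chance cannot be excluded as the reason for the 2 in this fit. The counts depended on the fit: with a dye coefficient 10 transcripts instead of 0 differed in shoots of susceptible-1, with array weights 7 instead of 0 in roots of tolerant-2, and without replicate 3 10 instead of 0 in shoots of tolerant-1; these fits were not split, and further settings that moved the counts are given in the part on the processing. A difference between the time points stays open beside it.

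Between roots and shoots, 13 transcripts differed in tolerant-1 at 24 hpt and 31 at 48 hpt, 26 and 2 in tolerant-2, 21 and 48 in susceptible-1, and 8 and 6 in susceptible-2 (limma's contrasts). Where 3 slides stood against 3, the split into roots and shoots gave the highest count, 1 of the 10 splits in each of the 7 contrasts. A share below 1 in 10 cannot be reached with 10 splits, so that chance cannot be excluded for a single contrast in this way. Summed over the 8 contrasts, 155 differing transcripts were counted, and 1 of 100 splits of the slides within every contrast, the real one included, gave as many; the highest of the others gave 50 and their median was 2, so that chance as the whole reason for the sum can be excluded. In tolerant-1 at 48 hpt and in susceptible-1 at both times, other splits came to 22, 15 and 28 differing transcripts. The counts moved when a replicate was left out of all conditions at once. Without replicate 2 that in tolerant-1 at 48 hpt was 0 and that in susceptible-1 at 48 hpt was 14, while that in susceptible-1 at 24 hpt was 24. Without replicate 3 the count in susceptible-1 at 48 hpt was 29. Without replicate 1 it was 0 in susceptible-2 at both times and in tolerant-2 at 48 hpt. The sum of 155 thus also fell without replicate 2, and its splits were drawn with all replicates kept. In susceptible-1 at 24 hpt the shoot values rest on the direction of replicate 3, which is treated with the other observations, and with that replicate not turned the count was 18. These contrasts compare the tissues themselves, and a biological difference between them, which the design names, stays among the open explanations; what in the tissues would produce it was not tested.

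Of the 128 transcripts that were differentially expressed, 29 are not in the paper's list of transcripts for high salinity. They made up 44 calls, 41 of which have the same sign in the authors' deposited table. DY475459 (2.42 in tolerant-2 roots at 24 hpt) and DY475370 (2.02 in susceptible-1 roots at 24 hpt) had the largest ratios and were chosen after their values were seen. Smaller deposited values could explain their absence from the list, but 22 of the 44 calls have a deposited value at or beyond a log2 ratio of 1 in the direction of the call, which argues against smaller values as the whole reason. The study's further filter and test on its own ratios were not rerun here and stay open. Over all conditions, 1 of 100 splits that gave the ratios of each slide a random sign, the real one included, gave as many as 281 calls; the highest of the others gave 126 and their median was 30, so that chance as the whole reason for the calls can be excluded.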

How the results depend on the processing

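Of the settings below, values required in all 3 replicates, the repeated slide counted as 2 replicates, spots kept that were empty in one channel, a coefficient for the earlier quantification period, and replicate 3 of susceptible-1 shoots at 24 hpt not turned were chosen only after the results had been seen. Unless a reason is given, the cause of a change was not tested. Time points are given as 24 and 48 for 24 and 48 hpt. A number in brackets is the value reported in the passages.

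Of the 130 tested log2 ratios of named transcripts, 33 were differentially expressed. With plain background subtraction and with a normexp offset of 0, 130 of the 130 kept their direction and their side of both thresholds, with loess per feature set 127, with the median of spots 126, with no background correction 125, with array weights 125, with a dye coefficient 124 and with median centring 119. Poor and empty spots kept left 116 as they were, between-slide scaling 114, a separate fit per condition 118, the slide as a random block 119 and every spot as an independent replicate 117. The test named in the paper's methods, Student's test, was run here and below on the 2 or 3 biological replicates of a condition. It kept no call, so that 97 were as before and the 33 calls were lost. Student's test with every spot as an independent replicate gave 431 calls in all. The paper's text does not state which unit its test used, so the count of 0 does not speak of the authors' own test. Leaving out replicate 1, 2 or 3 left 114, 90 and 100 as they were and turned the sign of 6, 20 and 17. Among the authors' deposited values, 75 of the 130 lay more than 1 SD away.

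The total was 281 calls, 166 induced and 115 repressed. It was 301 with plain background subtraction, 287 with a normexp offset of 0, 235 with no background correction, 285 with median centring, 282 with loess per feature set, 338 with a dye coefficient and 272 with array weights. Of the 2 directions, induced calls were the more numerous in these settings, with 58.5 to 61.1% of the calls. The share was 53.2% with between-slide scaling, 51.5% with the threshold on the adjusted p alone, 47% without replicate 2, 19.5% among the authors' deposited values and 75.6% with spots kept that were empty in one channel.

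The number of differentially expressed transcripts per condition moved by more than 1.5 times as follows, with the reported number in brackets. Between-slide scaling gave 12 (33) in tolerant-1 root 24, 1 (0) in susceptible-2 shoot 24, 12 (43) in susceptible-1 root 24, 0 (25) in tolerant-1 shoot 48, 2 (0) in tolerant-2 shoot 48, 15 (27) in tolerant-1 root 48, 16 (7) in tolerant-2 root 48, 17 (28) in susceptible-1 shoot 48, 2 (0) in susceptible-2 shoot 48 and 8 (58) in susceptible-1 root 48. Poor and empty spots kept gave 77 (25) in tolerant-1 shoot 48, 16 (7) in tolerant-2 root 48, 43 (28) in susceptible-1 shoot 48, 20 (13) in susceptible-2 root 48 and 51 (33) in tolerant-2 root 24. Dim features left out gave 15 (27) in tolerant-1 root 48, 17 (28) in susceptible-1 shoot 48 and 18 (58) in susceptible-1 root 48. Spots as replicates with the slide as a random block gave 8 (0) in tolerant-1 shoot 24, 9 (0) in tolerant-2 shoot 24, 1 (0) in susceptible-2 shoot 24, 42 (25) in tolerant-1 shoot 48, 4 (0) in tolerant-2 shoot 48, 14 (7) in tolerant-2 root 48 and 8 (0) in susceptible-2 shoot 48. Every spot as an independent replicate gave 13 (0) in tolerant-1 shoot 24, 11 (0) in tolerant-2 shoot 24, 1 (0) in susceptible-1 shoot 24, 4 (0) in susceptible-2 shoot 24, 9 (0) in tolerant-2 shoot 48, 45 (27) in tolerant-1 root 48, 13 (7) in tolerant-2 root 48, 43 (28) in susceptible-1 shoot 48, 15 (0) in susceptible-2 shoot 48 and 21 (13) in susceptible-2 root 48. The test named in the paper's methods gave 0 (33) in tolerant-1 root 24, 0 (43) in susceptible-1 root 24, 0 (14) in susceptible-2 root 24, 0 (25) in tolerant-1 shoot 48, 0 (27) in tolerant-1 root 48, 0 (7) in tolerant-2 root 48, 0 (28) in susceptible-1 shoot 48, 0 (58) in susceptible-1 root 48, 0 (13) in susceptible-2 root 48 and 0 (33) in tolerant-2 root 24. A separate fit per condition gave 5 (14) in susceptible-2 root 24, 0 (25) in tolerant-1 shoot 48, 43 (27) in tolerant-1 root 48, 1 (7) in tolerant-2 root 48, 0 (28) in susceptible-1 shoot 48 and 1 (13) in susceptible-2 root 48. A dye coefficient gave 1 (0) in susceptible-2 shoot 48. Array weights gave 1 (0) in susceptible-2 shoot 24, 22 (14) in susceptible-2 root 24, 0 (25) in tolerant-1 shoot 48, 1 (0) in tolerant-2 shoot 48, 12 (7) in tolerant-2 root 48 and 3 (0) in susceptible-2 shoot 48. The threshold on the adjusted p alone gave 103 (33) in tolerant-1 root 24, 97 (43) in susceptible-1 root 24, 53 (25) in tolerant-1 shoot 48, 46 (27) in tolerant-1 root 48, 13 (7) in tolerant-2 root 48, 51 (28) in susceptible-1 shoot 48, 119 (58) in susceptible-1 root 48 and 22 (13) in susceptible-2 root 48. The 2-fold threshold alone gave 12 (0) in tolerant-1 shoot 24, 12 (0) in tolerant-2 shoot 24, 1 (0) in susceptible-1 shoot 24, 4 (0) in susceptible-2 shoot 24, 46 (25) in tolerant-1 shoot 48, 9 (0) in tolerant-2 shoot 48, 43 (27) in tolerant-1 root 48, 17 (7) in tolerant-2 root 48, 44 (28) in susceptible-1 shoot 48, 15 (0) in susceptible-2 shoot 48 and 20 (13) in susceptible-2 root 48. The authors' deposited values gave 44 (0) in tolerant-1 shoot 24, 49 (0) in tolerant-2 shoot 24, 161 (33) in tolerant-1 root 24, 27 (0) in susceptible-1 shoot 24, 26 (0) in susceptible-2 shoot 24, 171 (43) in susceptible-1 root 24, 83 (14) in susceptible-2 root 24, 110 (25) in tolerant-1 shoot 48, 30 (0) in tolerant-2 shoot 48, 171 (27) in tolerant-1 root 48, 96 (7) in tolerant-2 root 48, 154 (28) in susceptible-1 shoot 48, 47 (0) in susceptible-2 shoot 48, 203 (58) in susceptible-1 root 48, 105 (13) in susceptible-2 root 48 and 100 (33) in tolerant-2 root 24. Values required in all 3 replicates gave 15 (27) in tolerant-1 root 48, 17 (28) in susceptible-1 shoot 48, 18 (58) in susceptible-1 root 48 and 0 (33) in tolerant-2 root 24. Spots kept that were empty in one channel gave 1 (0) in susceptible-1 shoot 24, 4 (25) in tolerant-1 shoot 48 and 97 (58) in susceptible-1 root 48. Replicate 3 of susceptible-1 shoots at 24 hpt not turned gave 1 (0) in susceptible-1 shoot 24. With values required in all 3 replicates, tolerant-2 roots at 24 hpt have no feature to test, since this condition has 2 distinct slides.

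The totals over all conditions, 166 induced and 115 repressed, moved by more than 1.5 times to 75 induced and 66 repressed with between-slide scaling, 276 induced with poor and empty spots kept, 76 repressed with dim features left out, 269 induced with every spot as an independent replicate, 0 induced and 0 repressed with the test named in the paper's methods, 290 induced and 273 repressed with the threshold on the adjusted p alone, 277 induced and 174 repressed with the 2-fold threshold alone, 307 induced and 1270 repressed with the authors' deposited values and 95 induced and 60 repressed with values required in all 3 replicates.

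Consensus transcripts numbered 1 in tolerant roots at 24 hpt and 0 in the 7 other groups. The 1 was DY475293; the count was also 1, but of another transcript, named after its values were seen, with no background correction and with dim features left out (DY475191), with between-slide scaling (DY396305) and with spots as replicates with the slide as a random block (CV793608). Plain background subtraction gave 1 (0) in susceptible root 48. A normexp offset of 0 gave 1 (0) in susceptible root 48. Between-slide scaling gave 1 (0) in tolerant root 48 and 1 (0) in susceptible root 24. Poor and empty spots kept gave 0 (1) in tolerant root 24 and 1 (0) in susceptible root 48. The median of spots gave 1 (0) in susceptible root 48. Spots as replicates with the slide as a random block gave 2 (0) in tolerant shoot 24, 1 (0) in tolerant root 48, 1 (0) in susceptible shoot 48 and 1 (0) in susceptible root 48. Every spot as an independent replicate gave 3 (0) in tolerant shoot 24, 1 (0) in tolerant root 48, 1 (0) in susceptible shoot 48 and 2 (0) in susceptible root 48. The test named in the paper's methods gave 0 (1) in tolerant root 24. A separate fit per condition gave 4 (1) in tolerant root 24. Array weights gave 4 (1) in tolerant root 24, 1 (0) in susceptible shoot 48 and 1 (0) in susceptible root 48. The threshold on the adjusted p alone gave 2 (0) in susceptible root 48. The 2-fold threshold alone gave 3 (0) in tolerant shoot 24, 1 (0) in tolerant root 48, 1 (0) in susceptible shoot 48 and 1 (0) in susceptible root 48. The authors' deposited values gave 7 (0) in tolerant shoot 24, 9 (1) in tolerant root 24, 13 (0) in tolerant root 48, 1 (0) in susceptible shoot 24, 7 (0) in susceptible shoot 48, 7 (0) in susceptible root 24 and 9 (0) in susceptible root 48. Values required in all 3 replicates gave 0 (1) in tolerant root 24 and 1 (0) in susceptible root 24. Spots kept that were empty in one channel gave 0 (1) in tolerant root 24 and 1 (0) in susceptible root 48. A coefficient for the earlier quantification period gave 2 (1) in tolerant root 24.

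Differing transcripts in the contrasts moved as follows. Array weights gave 7 (0) in 48 minus 24, tolerant-2 root, 0 (2) in 48 minus 24, susceptible-1 root, 32 (13) in root minus shoot, tolerant-1 24, 1 (31) in root minus shoot, tolerant-1 48, 4 (2) in root minus shoot, tolerant-2 48, 12 (21) in root minus shoot, susceptible-1 24, 19 (8) in root minus shoot, susceptible-2 24 and 12 (6) in root minus shoot, susceptible-2 48. Median centring gave 2 (0) in 48 minus 24, susceptible-1 shoot and 1 (2) in 48 minus 24, susceptible-1 root. A dye coefficient gave 10 (0) in 48 minus 24, susceptible-1 shoot and 34 (21) in root minus shoot, susceptible-1 24. Dim features left out gave 0 (2) in 48 minus 24, susceptible-1 root, 9 (21) in root minus shoot, susceptible-1 24 and 16 (48) in root minus shoot, susceptible-1 48. Plain background subtraction gave 1 (2) in root minus shoot, tolerant-2 48. A coefficient for the earlier quantification period gave 32 (21) in root minus shoot, susceptible-1 24.

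Replicates 1, 2 and 3 of the conditions share a number. In the 24 comparisons of 2 conditions, the correlation of same-numbered replicates' deviations over the features was -0.22 to 0.835, with a median of 0.297, and each of the 3 pairs was over 0.1 in 13 of the 21 comparisons with 3 pairs. With the replicate number as a replicate block, 18 transcripts instead of 0 differed for 48 minus 24, susceptible-1 shoot and 36 transcripts instead of 21 differed for root minus shoot, susceptible-1 24. In these 2 contrasts the pairs were not all over 0.1. The difference of DY475548 between tolerant and susceptible roots at 24 hpt was -0.051 with the replicate block. Other counts of the contrasts stayed within 1.5 times under the replicate block. The block was common to all conditions, so it did not pair the genotypes within a group.

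Undetected features moved as follows. The limit of 90% of slides and channels gave 16 (1) in undetected chickpea features, tolerant-1, 22 (0) in undetected grasspea features, tolerant-1, 18 (7) in undetected chickpea features, tolerant-2, 25 (5) in undetected grasspea features, tolerant-2, 21 (4) in undetected chickpea features, susceptible-1, 11 (1) in undetected grasspea features, susceptible-1, 27 (13) in undetected chickpea features, susceptible-2 and 22 (7) in undetected grasspea features, susceptible-2. Poor and empty spots kept gave 20 (41) in undetected lentil features, tolerant-1, 2 (7) in undetected chickpea features, tolerant-2, 1 (5) in undetected grasspea features, tolerant-2, 20 (39) in undetected lentil features, tolerant-2, 2 (1) in undetected grasspea features, susceptible-1, 3 (13) in undetected chickpea features, susceptible-2, 1 (7) in undetected grasspea features, susceptible-2 and 20 (41) in undetected lentil features, susceptible-2.

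Each value below is given without replicate 1, without replicate 2 and without replicate 3, in this order, with the reported number in brackets. Where a condition is left with 1 replicate, that lone sample is assumed to vary like the other groups. Each replicate was left out of all conditions at once, so a call can be lost even where the feature had no value in it. CV793597 in roots of susceptible-2 at 24 hpt kept its log2 ratio of 4.93 without replicate 2 and yet lost its call. Differentially expressed transcripts numbered 0, 1 and 0 (0) in tolerant-1 shoot 24, 0, 0 and 3 (0) in tolerant-2 shoot 24, 39, 19 and 19 (33) in tolerant-1 root 24, 52, 41 and 26 (43) in susceptible-1 root 24, 4, 1 and 12 (14) in susceptible-2 root 24, 26, 0 and 36 (25) in tolerant-1 shoot 48, 19, 2 and 40 (27) in tolerant-1 root 48, 4, 4 and 4 (7) in tolerant-2 root 48, 22, 3 and 25 (28) in susceptible-1 shoot 48, 1, 0 and 0 (0) in susceptible-2 shoot 48, 64, 40 and 36 (58) in susceptible-1 root 48, 6, 9 and 5 (13) in susceptible-2 root 48 and 13, 31 and 15 (33) in tolerant-2 root 24. Over all conditions, there were 144, 71 and 122 induced calls and 106, 80 and 99 repressed calls. Consensus transcripts numbered 0, 1 and 0 (1) in tolerant root 24 and 0, 2 and 0 (0) in susceptible root 48. The 1 in tolerant roots at 24 hpt without replicate 2 was DY396305 and not DY475293. Differing transcripts numbered 0, 0 and 2 (0) in tolerant minus susceptible, shoot 48, 0, 1 and 10 (0) in 48 minus 24, tolerant-1 shoot, 0, 0 and 1 (0) in 48 minus 24, tolerant-2 root, 0, 3 and 0 (0) in 48 minus 24, susceptible-1 shoot, 1, 0 and 0 (2) in 48 minus 24, susceptible-1 root, 13, 3 and 9 (13) in root minus shoot, tolerant-1 24, 17, 0 and 28 (31) in root minus shoot, tolerant-1 48, 0, 5 and 7 (26) in root minus shoot, tolerant-2 24, 0, 0 and 1 (2) in root minus shoot, tolerant-2 48, 22, 24 and 11 (21) in root minus shoot, susceptible-1 24, 29, 14 and 29 (48) in root minus shoot, susceptible-1 48, 0, 0 and 4 (8) in root minus shoot, susceptible-2 24 and 0, 1 and 3 (6) in root minus shoot, susceptible-2 48. The other conditions, consensus groups and contrasts had a count of 0 in limma's test with each of these left out, as reported.

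Signs of named log2 ratios that turned were, with the reported value in brackets, as follows. No background correction gave -0.017 (0.0098) for DY396273 in tolerant-1 root 24, 0.022 (-0.069) for DY396290 in susceptible-2 root 48, -0.00076 (0.00040) for DY475300 in susceptible-2 shoot 48 and -0.019 (0.013) for DY475543 in susceptible-2 root 24. Median centring gave -0.10 (0.0098) for DY396273 in tolerant-1 root 24, -0.0089 (0.035) for DY396290 in susceptible-1 shoot 24, 0.081 (-0.069) for DY396290 in susceptible-2 root 48, -0.036 (0.028) for DY475077 in tolerant-1 root 24, 0.094 (-0.047) for DY475217 in susceptible-2 root 48, -0.011 (0.18) for DY475300 in susceptible-2 root 24, -0.28 (0.050) for DY475300 in tolerant-2 root 48, -0.11 (0.044) for DY475300 in susceptible-1 shoot 48, -0.035 (0.097) for DY475300 in tolerant-2 root 24, 0.0073 (-0.071) for DY475548 in susceptible-2 root 24 and -0.055 (0.0088) for the difference of DY475548, tolerant minus susceptible, root 24. The median of spots gave -0.0078 (0.0098) for DY396273 in tolerant-1 root 24, -0.032 (0.035) for DY396290 in susceptible-1 shoot 24, -0.061 (0.0042) for DY475300 in tolerant-1 shoot 24 and -0.013 (0.00040) for DY475300 in susceptible-2 shoot 48. Every spot as an independent replicate gave -0.0072 (0.0098) for DY396273 in tolerant-1 root 24, -0.033 (0.34) for DY396289 in tolerant-2 root 48, -0.021 (0.035) for DY396290 in susceptible-1 shoot 24 and 0.28 (-0.091) for DY396415 in susceptible-2 shoot 24. Replicate 3 of susceptible-1 shoots at 24 hpt not turned gave -0.078 (0.035) for DY396290 in susceptible-1 shoot 24 and -0.041 (0.31) for DY475300 in susceptible-1 shoot 24. Poor and empty spots kept gave -0.038 (0.030) for DY396290 in susceptible-2 shoot 24, 0.066 (-0.14) for DY396342 in tolerant-1 root 24, 0.0016 (-0.19) for DY396342 in tolerant-2 root 24, -0.094 (0.12) for DY396360 in susceptible-1 shoot 48, 0.34 (-0.71) for DY475077 in tolerant-1 shoot 48, 0.034 (-0.032) for DY475256 in tolerant-1 root 24, -0.032 (0.013) for DY475543 in susceptible-2 root 24 and 0.15 (-0.066) for DY475548 in tolerant-1 root 24. Spots kept that were empty in one channel gave 0.011 (-0.29) for DY396300 in susceptible-1 root 24, 0.022 (-0.63) for DY396334 in susceptible-1 root 48, 0.31 (-0.36) for DY475048 in susceptible-1 shoot 48, 0.059 (-0.71) for DY475077 in tolerant-1 shoot 48, 0.030 (-1.72) for DY475174 in susceptible-1 root 48 and -0.0059 (0.013) for DY475543 in susceptible-2 root 24. Array weights gave 0.037 (-0.091) for DY396415 in susceptible-2 shoot 24 and 0.019 (-0.076) for the difference of DY475077, tolerant minus susceptible, root 24. A coefficient for the earlier quantification period gave -0.11 (0.45) for DY475077 in susceptible-1 root 24, -0.026 (0.0042) for DY475300 in tolerant-1 shoot 24 and 0.21 (-0.076) for the difference of DY475077, tolerant minus susceptible, root 24. Loess per feature set gave -0.021 (0.0042) for DY475300 in tolerant-1 shoot 24, -0.0061 (0.00040) for DY475300 in susceptible-2 shoot 48 and -0.0018 (0.013) for DY475543 in susceptible-2 root 24. A dye coefficient gave -0.0095 (0.0042) for DY475300 in tolerant-1 shoot 24, -0.013 (0.00040) for DY475300 in susceptible-2 shoot 48, 0.14 (-0.071) for DY475548 in susceptible-2 root 24 and -0.095 (0.0088) for the difference of DY475548, tolerant minus susceptible, root 24. Between-slide scaling gave -8.2e-05 (0.00040) for DY475300 in susceptible-2 shoot 48. Plain background subtraction gave -0.027 (0.0088) for the difference of DY475548, tolerant minus susceptible, root 24.

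Leaving out a replicate turned the sign of these named values; each is given as the lowest and highest value over the replicates left out, with the reported value and the replicates whose loss turned it in brackets: DY396269 in tolerant-2 shoot 48 -0.96 to 0.17 (-0.34, turned without 2), DY396273 in tolerant-1 root 24 -0.18 to 0.20 (0.0098, turned without 2), DY396289 in tolerant-2 shoot 48 -0.78 to 0.29 (-0.28, turned without 2), DY396289 in tolerant-2 root 48 -0.38 to 0.79 (0.34, turned without 2), DY396290 in susceptible-1 shoot 24 -0.043 to 0.11 (0.035, turned without 3), DY396290 in susceptible-2 shoot 24 -0.0074 to 0.077 (0.030, turned without 3), DY396290 in susceptible-2 root 48 -0.51 to 0.24 (-0.069, turned without 2 and 3), DY396292 in tolerant-2 shoot 48 -0.82 to 0.41 (-0.23, turned without 2), DY396300 in susceptible-2 root 24 -0.26 to 0.037 (-0.11, turned without 2), DY396338 in susceptible-1 root 24 -0.42 to 2.13 (0.85, turned without 2), DY396342 in tolerant-1 root 24 -0.40 to 0.11 (-0.14, turned without 3), DY396342 in susceptible-1 root 24 -0.47 to 1.01 (0.27, turned without 2), DY396342 in tolerant-2 root 24 -0.70 to 0.32 (-0.19, turned without 3), DY396360 in tolerant-1 root 24 -0.99 to 0.017 (-0.49, turned without 3), DY396360 in susceptible-1 shoot 48 -0.031 to 0.22 (0.12, turned without 3), DY396360 in susceptible-1 root 48 -0.43 to 0.55 (0.063, turned without 2), DY396360 in tolerant-2 root 24 -0.34 to 0.019 (-0.16, turned without 3), DY396361 in tolerant-2 root 48 -0.36 to 0.30 (-0.067, turned without 3), DY396415 in susceptible-2 shoot 24 -0.40 to 0.34 (-0.091, turned without 3), DY475048 in susceptible-1 shoot 48 -0.75 to 0.043 (-0.36, turned without 3), DY475048 in susceptible-2 shoot 48 -0.41 to 0.050 (-0.11, turned without 2 and 3), DY475077 in tolerant-1 root 24 -0.086 to 0.14 (0.028, turned without 2), DY475077 in tolerant-1 shoot 48 -1.99 to 0.57 (-0.71, turned without 2), DY475215 in tolerant-2 shoot 24 -0.85 to 0.23 (-0.31, turned without 3), DY475217 in susceptible-2 root 48 -0.17 to 0.046 (-0.047, turned without 2), DY475275 in tolerant-2 root 24 -1.02 to 0.70 (-0.16, turned without 1), DY475300 in tolerant-1 shoot 24 -0.11 to 0.13 (0.0042, turned without 1 and 2), DY475300 in tolerant-2 shoot 24 -0.077 to 0.23 (0.11, turned without 2), DY475300 in susceptible-1 root 24 -0.19 to 0.040 (-0.082, turned without 2), DY475300 in tolerant-2 shoot 48 -0.044 to 0.00073 (-0.025, turned without 3), DY475300 in susceptible-2 shoot 48 -0.018 to 0.036 (0.00040, turned without 1 and 2), DY475300 in susceptible-2 root 48 -0.0081 to 0.33 (0.22, turned without 1), DY475300 in tolerant-2 root 24 -0.058 to 0.25 (0.097, turned without 1), DY475543 in susceptible-2 root 24 -0.16 to 0.17 (0.013, turned without 3), DY475543 in susceptible-2 root 48 -0.87 to 0.052 (-0.42, turned without 1), DY475548 in tolerant-1 root 24 -0.15 to 0.017 (-0.066, turned without 2), DY475548 in susceptible-1 root 24 -0.18 to 2.16 (0.99, turned without 3), DY475548 in susceptible-2 root 24 -0.29 to 0.15 (-0.071, turned without 2), DY475548 in tolerant-2 root 24 -0.042 to 2.05 (1.00, turned without 3), the difference of DY475077, tolerant minus susceptible, root 24, -0.26 to 0.17 (-0.076, turned without 1), the difference of DY475548, tolerant minus susceptible, root 24, -0.65 to 0.54 (0.0088, turned without 2) and the difference of DY396289, root minus shoot, tolerant-2 48, -0.67 to 1.38 (0.62, turned without 2).

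The signal over background limits which transcripts can be compared. Of all spots, 42.3% were marked as empty or poor in a channel, 31.3% as empty in both channels and 9.2% as empty in one alone, and a transcript that is bright in one channel and empty in the other has no ratio unless such spots are kept. With features left out whose signal was under 2 times the local background in a channel, 188 calls were made, and 80 of the named ratios were still tested.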

Differences from the paper's values

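The counts below are of transcripts summed over shoots and roots, as in Table 2, and the paper's log2 ratios are those of Table 3; no test was chosen after the results had been seen except where this is said.

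In tolerant-1 24 hpt, the paper gives 10 induced transcripts and limma gave 22; within 1.5 times of the paper's number came dim features left out (14), without replicate 2 (10) and without replicate 3 (9), and no other alternative set before the data were examined. In tolerant-1 24 hpt, the paper gives 103 repressed transcripts and limma gave 11; no alternative set before the data were examined came within 1.5 times of the paper's number. In tolerant-1 48 hpt, the paper gives 70 repressed transcripts and limma gave 27; within 1.5 times of the paper's number came poor and empty spots kept (48) and the threshold on the adjusted p alone (51), and no other alternative set before the data were examined. In tolerant-2 48 hpt, the paper gives 7 induced transcripts and limma gave 3; within 1.5 times of the paper's number came median centring (5), between-slide scaling (9), poor and empty spots kept (8), spots as replicates with the slide as a random block (7), every spot as an independent replicate (9), array weights (5) and the threshold on the adjusted p alone (7), and no other alternative set before the data were examined. In tolerant-2 24 hpt, the paper gives 85 repressed transcripts and limma gave 16; within 1.5 times of the paper's number came the authors' deposited values (120), and no other alternative set before the data were examined. In tolerant-2 48 hpt, the paper gives 65 repressed transcripts and limma gave 4; no alternative set before the data were examined came within 1.5 times of the paper's number. In susceptible-1 24 hpt, the paper gives 40 repressed transcripts and limma gave 16; within 1.5 times of the paper's number came the threshold on the adjusted p alone (47), and no other alternative set before the data were examined. In susceptible-1 48 hpt, the paper gives 111 repressed transcripts and limma gave 34; within 1.5 times of the paper's number came the threshold on the adjusted p alone (87), and no other alternative set before the data were examined. In susceptible-2 24 hpt, the paper gives 64 repressed transcripts and limma gave 2; within 1.5 times of the paper's number came the authors' deposited values (91), and no other alternative set before the data were examined. In susceptible-2 48 hpt, the paper gives 62 repressed transcripts and limma gave 5; no alternative set before the data were examined came within 1.5 times of the paper's number. Over all conditions, Additional file 3 of the paper lists 385 transcripts and 128 were differentially expressed here; within 1.5 times of the paper's number came the threshold on the adjusted p alone (258) and the authors' deposited values (503), and no other alternative set before the data were examined. Table 3 of the paper has 30 consensus entries for high salinity and 1 transcript met the consensus rule here, which 29 of those entries meet on the calls of Additional file 3, all but DY396290 in tolerant roots at 24 hpt; without the condition on the other class, as looked at after the results had been seen, the transcripts called in both genotypes with 1 sign numbered 16, 6, 10 and 9 here in tolerant roots at 24 and 48 hpt and susceptible roots at 24 and 48 hpt and 0 in the shoot groups, and 16, 7, 9 and 6 in Additional file 3, with 3, 1, 0 and 2 in tolerant shoots at 24 and 48 hpt and susceptible shoots at 24 and 48 hpt; no alternative set before the data were examined came within 1.5 times of the paper's number.

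Of the 60 log2 ratios of Table 3 for high salinity, 47 could be tested here, 42 of them had the paper's sign and 16 lay within 1 SD of its value with that sign. For 31 the value here lies further from the paper's than 1 SD between replicates or has the other sign. Each is given as the paper's value and then the value here. DY475501 tolerant-1 shoot 24 had the paper's -1.06 and -0.70 here, DY475501 tolerant-2 shoot 24 had the paper's -2.13 and -0.48 here, DY475215 tolerant-2 shoot 24 had the paper's -1.52 and -0.31 here and EB085052 tolerant-1 root 24 had the paper's -1.46 and -0.91 here. EB085052 tolerant-2 root 24 had the paper's -1.64 and -1.16 here, DY396290 tolerant-2 root 24 had the paper's -1.31 and -0.19 here, DY396300 tolerant-1 root 24 had the paper's -1.30 and -0.50 here and DY396300 tolerant-2 root 24 had the paper's -1.21 and -0.62 here. DY396342 tolerant-1 root 24 had the paper's -1.43 and -0.14 here, DY396342 tolerant-2 root 24 had the paper's -2.77 and -0.19 here, DY475077 tolerant-1 root 24 had the paper's -1.37 and 0.028 here and DY475077 tolerant-2 root 24 had the paper's -2.91 and 0.37 here. DY475548 tolerant-1 root 24 had the paper's -2.36 and -0.066 here, DY475548 tolerant-2 root 24 had the paper's -1.22 and 1.00 here, DY475124 tolerant-2 root 24 had the paper's -1.00 and -1.50 here and DY475256 tolerant-1 root 24 had the paper's -1.07 and -0.032 here. DY475256 tolerant-2 root 24 had the paper's -1.15 and -0.24 here, DY475275 tolerant-1 root 24 had the paper's -1.93 and -0.24 here, DY475347 tolerant-1 root 24 had the paper's -5.82 and 0.34 here and DY475347 tolerant-2 root 24 had the paper's -2.72 and 0.48 here. DY475186 susceptible-2 root 24 had the paper's -1.56 and -0.84 here, DY475205 susceptible-1 shoot 48 had the paper's 2.49 and 2.37 here, DY475048 susceptible-1 shoot 48 had the paper's -2.70 and -0.36 here and DY475048 susceptible-2 shoot 48 had the paper's -1.76 and -0.11 here. DY396262 tolerant-2 root 48 had the paper's -1.26 and -0.39 here, DY475403 tolerant-2 root 48 had the paper's -2.36 and -1.22 here, DY475242 tolerant-1 root 48 had the paper's -1.77 and -0.88 here and DY396281 tolerant-1 root 48 had the paper's 3.35 and 2.00 here. DY475416 tolerant-1 root 48 had the paper's -3.71 and -1.99 here, DY396290 susceptible-2 root 48 had the paper's -1.65 and -0.069 here and DY475217 susceptible-2 root 48 had the paper's -1.02 and -0.047 here. Of the alternatives set before the data were examined, the authors' deposited values came within 1 SD of the paper's for 31 of them, and for 24 no other did. The others that did were, with the value they gave, DY475501 tolerant-1 shoot 24 (plain background subtraction -0.85, a normexp offset of 0 -0.74, between-slide scaling -0.77, array weights -0.76 and without replicate 3 -0.93), DY475215 tolerant-2 shoot 24 (without replicate 1 -0.85), EB085052 tolerant-2 root 24 (without replicate 1 -1.47), DY475548 tolerant-2 root 24 (without replicate 3 -0.042), DY475186 susceptible-2 root 24 (poor and empty spots kept -1.61 and a dye coefficient -1.51), DY475242 tolerant-1 root 48 (without replicate 3 -1.27) and DY396281 tolerant-1 root 48 (plain background subtraction 2.27, median centring 2.11, every spot as an independent replicate 2.58 and without replicate 3 2.88).

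One entry of Additional file 3, DY396283 in roots of tolerant-1 at 24 hpt, holds 0.530455 in the column for P, which a list of transcripts under 0.05 cannot hold. Of its 763 log2 ratios, 595 equal the deposited value of that feature and condition within 0.0001 and 168 do not.

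The paper has more repressed than induced transcripts overall; here 166 calls were induced and 115 repressed, and the authors' deposited values have 307 at or above a log2 ratio of 1 and 1270 at or below -1. It gives tolerant-1 the most repressed transcripts at 24 hpt; here tolerant-1 had 11, tolerant-2 16, susceptible-1 16 and susceptible-2 2. No lentil probe was detected in the paper; here 2 were in tolerant-2. The paper leaves susceptible-2 out of the induction of pathogenesis-related protein 4A transcripts in roots at 48 hpt; here CV793597 had a log2 ratio of 4.74 ± 0.086 (SD, n = 3) there and was called.

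Of the 129 pairs of transcript and condition that the paper's text calls induced or repressed under high salinity, 62 could be tested here, 53 had the paper's direction and 14 were called in it. The 9 with the other sign were DY396360 in shoots of susceptible-1 at 48 hpt (0.12), DY396290 in shoots of susceptible-1 (0.035) and susceptible-2 (0.030) at 24 hpt, DY396273 in roots of tolerant-1 at 24 hpt (0.0098), DY475548 (1.00) and DY475543 (0.65) in roots of tolerant-2 at 24 hpt, DY475543 in roots of susceptible-1 at 48 hpt (0.89), and DY475077 in roots of tolerant-1 (0.028) and tolerant-2 (0.37) at 24 hpt. None of these was called.

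Of the 171 pairs named in the text and in Tables 1 and 3, 24 were called here, and of the other 147 a further setting called 117 in the paper's direction and none called 30. These settings include the authors' deposited values, which were taken with no test and alone called many of the 117. They are largely the paper's own ratios, since 595 of its 763 listed values equal them. Pairs called by the deposited values alone are therefore no separate support from the slides. The numbers of pairs of the text and of Table 3 called beyond those reported here were 68 and 47 with the authors' deposited values and the 2-fold threshold, 25 and 5 with poor and empty spots kept, 5 and 5 with the slide as a random block, 4 and 5 with every spot as an independent replicate, 6 and 6 with the 2-fold threshold alone, 4 and 3 with a separate fit per condition, 3 and 0 with a dye coefficient, 1 and 0 with array weights, 1 and 0 without replicate 1, 0 and 1 without replicate 3, and 0 and 1 with the threshold on the adjusted p alone. Settings planned beforehand also dropped pairs of the text and of Table 3 that were called here. The test named in the paper's methods dropped 14 and 12, dim features left out 10 and 4, and between-slide scaling 9 and 4. Without replicates 1, 2 and 3, the pairs dropped were 4 and 6, 9 and 7, and 6 and 6. Each other planned setting dropped at most 3 of either set. Of the settings chosen only after seeing the values, spots kept that were empty in one channel added 18 and 1 and dropped 4 and 4, the repeated slide counted as 2 replicates added 1 and 0 and dropped 0 and 0, and a coefficient for the earlier quantification period added 1 and 0 and dropped 0 and 0. Of the paper's 763 listed calls, 107 of which were called here, these settings added 27, 7 and 16 and dropped 34, 0 and 2.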

Other observations

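The test on the group I and group II genotypes, that on spots counted as independent replicates, and the splits of the samples for the contrasts between tolerant and susceptible genotypes were chosen only after the results had been seen.

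In shoots of susceptible-1 at 24 hpt, replicate 3 ran against replicates 1 and 2, with a correlation of -0.545 over 487 features. A dye effect of each feature could turn a swapped slide, but with the dye effect estimated from the 15 other conditions taken out the correlation was -0.652 (95% bootstrap interval over features -0.718 to -0.569), which argues against it. The turned replicate 3 had a correlation of -0.633 with the mean of the 7 other shoot conditions, while replicates 1 and 2 had 0.562 and 0.709. A candidate explanation is that the dyes of this slide are exchanged in the records, so that its ratio would need no turning. That explanation was tested on the same data in which it was seen, and the direction of the slide is not settled by it. With the replicate not turned, 1 transcript was differentially expressed in this condition instead of 0, DY396290 had a log2 ratio of -0.078 and DY475300 one of -0.041.

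In the authors' deposited table, 307 values were at or above a log2 ratio of 1 and 1270 at or below -1, so that 80.5% of these values were repressed. The medians of its columns were -0.481 to -0.081. If these medians were the whole reason, centring each column would even out both directions, but 66.9% of the values beyond 1 were still repressed after centring, 960 against 476. What else in the authors' processing produced the difference stays open. The correlation of the deposited values with the mean log2 ratios computed here from the intensities was 0.588 to 0.841 over the 16 conditions, and their slope 0.81 to 1.373. A deposited value exists for 970 of the 1144 pairs of feature and condition with unflagged spots in 1 replicate, and for 0 of the 3068 with unflagged spots in none.

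Roots had 228 calls and shoots 53. Leaving out replicate 2 took the shoots to 4 calls and the roots to 147, so that nearly all calls in shoots were lost. Replicate 2 was left out of all conditions at once, so a lost call need not rest on its own value. Shoots had 49 calls without replicate 1 and 64 without replicate 3. Fewer features measured in shoots could explain the smaller number of calls there. However, over the features with values in every replicate of both tissues there were 114 calls in roots and 17 in shoots, a ratio of 6.71. The median number of tested features was 474 in roots and 504.5 in shoots. A larger spread between replicates in shoots is argued against as well, since the median SD was 0.262 in shoots and 0.315 in roots, a difference of -0.053. The median absolute log2 ratio was 0.254 in roots and 0.159 in shoots. A stronger response in roots may be the reason, as a hypothesis found and tested on the same data. The difference between the tissues was tested per transcript in the contrasts above.

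The group I genotypes, tolerant-1 and susceptible-1, had 214 calls and the group II genotypes, tolerant-2 and susceptible-2, had 67. Replicate 1 of group I was quantified in an earlier period with more flagged spots, with a median of 62.9% against 38.4% in replicates 2 and 3 of group I and 37% in group II. This could have changed the counts, but with replicate 1 of group I alone left out there were 259 calls in group I and 66 in group II, a ratio of 3.92, which argues against it as the whole reason. The counts depended on single replicates: with replicate 1 left out of both groups there were 222 calls in group I and 28 in group II, without replicate 2 106 and 45, and without replicate 3 182 and 39. The difference between the groups also depended on the normalization. With between-slide scaling, 141 calls were made in all, and group I no longer had more of them than group II. In roots at 48 hpt the calls then fell from 58 to 8 in susceptible-1 and rose from 7 to 16 in tolerant-2. Whether the growing conditions or the genotypes of the groups differ in their response was not tested.

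Additional file 3 lists 763 calls. Of these, 220 have unflagged spots in 1 biological replicate, 314 in 2 and 229 in 3. Among the 543 that were tested here, 505 had the same sign, 157 were at or beyond a log2 ratio of 1 with that sign, 107 were called, and 0 were called in the opposite direction (limma); of the 107, 61 were induced and 46 repressed. Spots counted as independent replicates could account for the listed calls that were tested and not called here, but with every spot as a replicate, which gave 431 calls in all, 152 of these 543 were called in the paper's direction, which argues against it as the whole reason. For the 220 with values in 1 replicate this was not tested, since they were left out of that setting. The setting also kept the 2-fold threshold, which 157 of the 543 passed with the paper's sign in limma's fit. It therefore does not show how the paper counted replicates. Spots of a feature on a slide had a consensus correlation of 0.892.

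In limma's contrasts between tolerant and susceptible genotypes, 0 transcripts differed in shoots at 24 hpt, shoots at 48 hpt, roots at 24 hpt and roots at 48 hpt, with 14, 12, 6 and 9 at an unadjusted p under 0.05. A count of 0 is reached by every one of the 100 splits drawn for each contrast, so the splits test nothing here. The contrasts also left same-numbered replicates within a group unpaired, so a count of 0 does not exclude a difference. Without replicate 3, 2 transcripts differed in shoots at 48 hpt.

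Among the transcripts differentially expressed in a condition and measured in each of its 3 biological replicates (2 in tolerant-2 roots at 24 hpt) with 1 sign, those with the largest log2 ratio were DY396305 with 3.29 ± 0.18 (SD, n = 3) in roots of tolerant-1 and 4.09 ± 0.024 (SD, n = 2) in roots of tolerant-2 at 24 hpt and 2.39 ± 0.66 (SD, n = 3) in roots of tolerant-1 at 48 hpt, DY475487 with -2.72 ± 0.57 (SD, n = 3) in roots of susceptible-1 at 24 hpt, EB085058 with 3.00 ± 0.30 (SD, n = 3) in roots of susceptible-2 at 24 hpt, 2.16 ± 1.1 (SD, n = 3) in shoots of tolerant-1 and 2.76 ± 0.89 (SD, n = 3) in shoots of susceptible-1 at 48 hpt, and EB085035 with -1.87 ± 0.68 (SD, n = 3) in roots of susceptible-1 at 48 hpt, beside CV793597 in roots of tolerant-2 and susceptible-2 at 48 hpt. Without replicate 2, the calls of DY396305 in tolerant-1 at 48 hpt (2.02) and of EB085058 in susceptible-2 roots (2.84), tolerant-1 shoots (2.33) and susceptible-1 shoots (2.43) were lost.

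Features with spots mostly empty in the control channel and not in the treatment channel on every slide numbered 6 in roots of susceptible-1 at 48 hpt, 6 of them bounded at 2-fold or more, and 5 in its shoots, 4 of them so bounded. In roots of susceptible-1 at 24 hpt there were 5 such features and 1 with the channels the other way round, and in roots of tolerant-2 at 24 hpt 4 and 8.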
